# Recurrent evolution of heat-responsiveness in *Brassicaceae COPIA* elements

**DOI:** 10.1186/s13059-016-1072-3

**Published:** 2016-10-11

**Authors:** Björn Pietzenuk, Catarine Markus, Hervé Gaubert, Navratan Bagwan, Aldo Merotto, Etienne Bucher, Ales Pecinka

**Keywords:** *Brassicaceae*, *COPIA*, Evolution, Heat stress, *ONSEN*

## Abstract

**Background:**

The mobilization of transposable elements (TEs) is suppressed by host genome defense mechanisms. Recent studies showed that the cis-regulatory region of Arabidopsis thaliana *COPIA78*/*ONSEN* retrotransposons contains heat-responsive elements (HREs), which cause their activation during heat stress. However, it remains unknown whether this is a common and potentially conserved trait and how it has evolved.

**Results:**

We show that *ONSEN*, *COPIA37*, *TERESTRA*, and *ROMANIAT5* are the major families of heat-responsive TEs in *A. lyrata* and *A. thaliana*. Heat-responsiveness of *COPIA* families is correlated with the presence of putative high affinity heat shock factor binding HREs within their long terminal repeats in seven *Brassicaceae* species. The strong HRE of *ONSEN* is conserved over millions of years and has evolved by duplication of a proto-HRE sequence, which was already present early in the evolution of the *Brassicaceae*. However, HREs of most families are species-specific, and in *Boechera stricta*, the *ONSEN* HRE accumulated mutations and lost heat-responsiveness.

**Conclusions:**

Gain of HREs does not always provide an ultimate selective advantage for TEs, but may increase the probability of their long-term survival during the co-evolution of hosts and genomic parasites.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1072-3) contains supplementary material, which is available to authorized users.

## Background

Transposable elements (TEs) are ubiquitous components of eukaryotic genomes. Their functions and roles range from DNA parasites, through regulators of gene transcription to facilitators of genome evolution (reviewed in [1, 2]). Together with other types of repeats, TEs comprise 10–80 % of plant genome content and specific families of long terminal repeat (LTR) retrotransposons can reach thousands of copies per genome [1, 3]. Plants evolved several layers of sophisticated epigenetic silencing mechanisms in order to suppress TE activity. Their transcripts are degraded by the post-transcriptional gene silencing (PTGS) pathway, which greatly reduces possible transposition events [4]. In parallel, transcriptional gene silencing (TGS) stably silences TEs by deposition of DNA methylation via RNA directed DNA methylation (RdDM) mechanism (reviewed in [5, 6]). The repressed state is further stabilized by accumulation of specific histone modifications and faithfully transmitted in a DNA replication-dependent manner to the next generations. External or internal factors [7, 8] can lead to transient loss of silencing, but the epigenetic control will be re-established through tissue-specific RdDM activity [9]. In addition to the nimble epigenetic silencing system, entire TEs can be physically removed from the host genome by deletion-biased homologous recombination processes [10].

In spite of the multi-layer amplification barriers, many TE families show signs of recent transpositions [11–13], suggesting that TEs occasionally escape epigenetic surveillance. There is increasing evidence that stress treatments affect chromatin structure and may lead to transposon activation (reviewed in [1, 14]). A possible mechanism was proposed based on the analysis of stress-induced TEs. LTRs of medicago cold-inducible repetitive element (*MCIRE*) retrotransposon contain a putative cold-responsive element (CRE) in alfalfa (*Medicago sativa*) [15]. The CRE is specified by a conserved 5-bp core sequence (CCGAC) typical for C-repeat (CRT)/dehydration-responsive elements (DRE) that are recognized by cold-specific transcription factors (TFs) [16]. LTRs of heat-responsive *COPIA78/ONSEN* (used as synonyms in this study) retrotransposon in *Arabidopsis thaliana* [7, 8, 17], contain a cluster of four nGAAn motifs forming a heat-responsive element (HRE) [18]. During heat stress (HS), the *ONSEN* HRE is bound by heat shock factor A 2 (HSFA2), which triggers its transcriptional activity. This regulation is very specific and greatly independent of TGS control as the loss of decreased DNA methylation 1 (*DDM1*) in mutant plants did not trigger *ONSEN* transcriptional activation [7], in contrast to other typical LTR retrotransposons [19].

Presence of HRE and CRT/DRE motifs in *ONSEN* and *MCIRE*, respectively, suggested that the TEs’ response to stresses may be mediated by specific TF binding motifs. HREs were previously classified into four types based on their structure and, most likely, also activity [20]. The strongest 4P HRE contains at least four adjacent nGAAn motifs and is bound by two HSFA2 trimers. The 3P HRE is bound by a single HSFA2 trimer and represents a moderately responsive HRE. In contrast, gap and step HREs with irregularly and more distantly spaced nGAAn motifs have on average lower HRE activity. Therefore, the HRE composition needs to be considered in order to define the strength of transcriptional response.

Here we identified multiple heat-responsive *COPIA* families in *Arabidopsis lyrata* and *A. thaliana*, two closely related species, using RNA sequencing (RNA-seq). Subsequently, we extended our analysis to five other *Brassicaceae* species and reconstructed putative HREs, their evolutionary history, and validated our predictions by transcriptional analysis after HS treatment.

## Results

### Identification of heat-responsive TE families in *A. thaliana* and *A. lyrata*

First, we determined HS conditions that would be effective and comparable for *A. lyrata* MN47 and *A. thaliana* Col-0 plants. As the *A. lyrata* genome contains sequences with high homology to the *A. thaliana ONSEN* retrotransposon, we quantified *ONSEN* transcripts in both species by reverse transcription quantitative polymerase chain reaction (RT-qPCR) during a HS (37 °C) time series using soil-grown plants. Transcripts accumulated faster in *A. thaliana*, but to comparable amounts in both species after 12 h of HS (Fig. 1a). We selected 6 h at 37 °C, leading to a significant and reproducible *ONSEN* transcript accumulation in both species (T-test, *P* <0.05), as the standard HS treatment. Subsequently, samples of control, heat-stressed (6 h HS), and recovered (6 h HS + 48 h 21 °C) plants were RNA-sequenced (Fig. 1b).

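RNA of *A. thaliana* Col-0 and *A. lyrata* MN47 plants was sequenced in 3 conditions, with 2 libraries per condition and species. Control plants grew at 21 °C by day and 16 °C by night, HS plants were kept at 37 °C for 6 h, and recovered plants spent 48 h at 21 °C after the same HS. The paper describes controls collected directly after the stress and none collected with the recovered plants. Recovered plants were thus 48 h older than the controls. Effects of HS and of growth over this time cannot be told apart in any comparison of recovery with control. Library preparation kept no strand information, so transcripts of overlapping genes on opposite strands cannot be told apart by strand. The paper does not name how reads over 2 overlapping loci were assigned. The authors trimmed and filtered the reads with the FASTX toolkit, mapped them with tophat2 and counted reads per gene with Qualimap, and the deposited values used here are raw read counts per gene. The *A. thaliana* libraries held 13833498 and 27978554 reads counted to genes in the control, 9624503 and 45254555 after HS, and 10235394 and 10887129 after recovery. In *A. lyrata* the totals were 9263761 and 13092852 in the control, 8246880 and 26046839 after HS, and 10062768 and 21510765 after recovery. The mean over the 12 libraries was 17169791.5 reads, and the average stated in the paper counts reads that passed trimming and filtering instead. The 6 libraries of a species were fitted together in edgeR with TMM scaling, conditions were compared with control by the quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg over the genes tested. Levels are given as CPM (TMM-scaled), as mean ± SD of n = 2 libraries. The filter on low counts left 18536 *A. thaliana* and 20779 *A. lyrata* genes. With 2 libraries per group, an exact permutation test on a single gene cannot give a two-sided p below 0.333. All p-values therefore rest on the spread shared across genes in edgeR, and they measure only the spread between these libraries. Intervals on read ratios and limits set by a count of 0 cover counting error only. The scaling matters most for *A. thaliana* after HS. With TMM the median log2 fold change over all genes tested was -0.12, and with library totals, a scaling tried after the data had been seen, it was -0.87. In *A. lyrata* these medians were -0.01 and -0.25.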

**Fig. 1:**
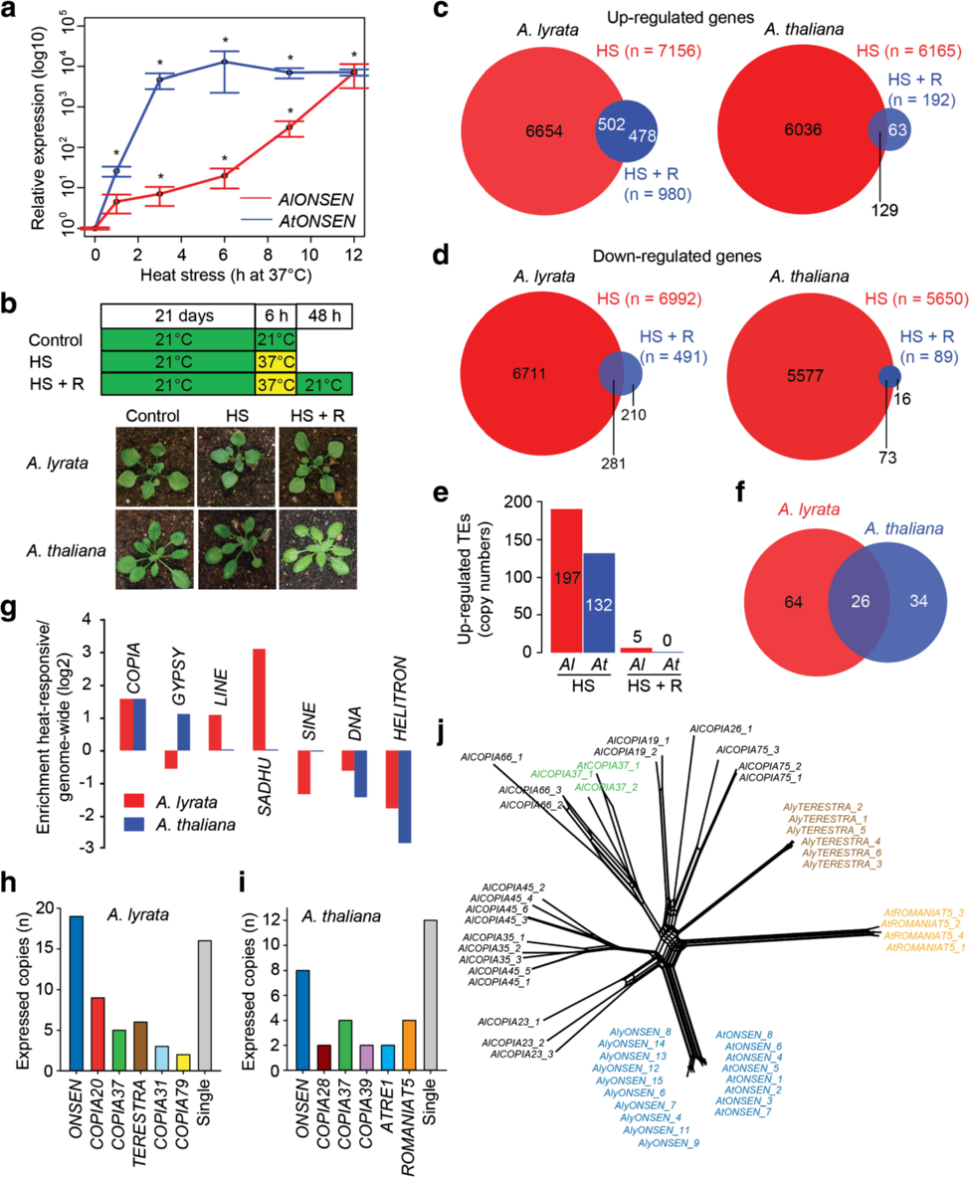
Transcriptome analysis of heat-stressed *A. lyrata* and *A. thaliana* plants. **a** Effects of HS on *ONSEN* heat-responsiveness in *A. thaliana* and *A. lyrata*. Both species were stressed at 37 °C for the indicated number of hours (h) and subsequently analyzed for the amount of *ONSEN* transcript (log10) by RT-qPCR relative to *GAPD-H* transcript amounts. * significant (t-test, *P* <0.05) transcript enrichment relative to 0 h control. *Error bars* indicate standard deviation of three biological replicates. **b** Design of plant HS treatment for RNA-seq and representative phenotypes of control, 6 h heat-stressed at 37 °C and recovered plants. **c**, **d** Number of significantly (**c**) upregulated or (**d**) downregulated protein-coding genes after 6 h at 37 °C and 48 h recovery at non-stress conditions in both species. **e**, **f** Number of significantly upregulated (**e**) TEs and (**f**) TE families after 6 h HS and 48 h recovery. **g** Identification of TE groups enriched for heat-responsive copies. Retrotransposons were divided into *SINE*, *SADHU*, *LINE*, *COPIA*, and *GYPSY* family members. The relative enrichment of heat-activated TEs was calculated as ratio between % of all heat-activated to % of all TEs genome-wide and expressed on a log2 scale. The major heat-responsive *COPIA* families in (**h**) *A. lyrata* and (**i**) *A. thaliana*. The families containing a single HRE are displayed as “single copies.” **j** RT amino acid sequences (Additional file 12)-based phylogenetic network of selected heat-responsive (*colored*) and non-responsive (*black*) *A. lyrata* and *A. thaliana COPIA* families. The data are also provided as un-rooted three in Additional file 5: Figure S2

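After HS, more of the *A. thaliana* transcript pool came from few genes. The 50 genes with the most reads held 28.5 and 28.8% of the reads in the HS libraries, against 23.8 and 26.2% in the control libraries and 22.2 and 22.3% after recovery. HSP18.2 (AT5G59720), a small heat shock protein that keeps unfolding proteins soluble, alone held 2.56 and 2.45% of the HS reads. The TMM factors, which compensate for such shifts, were 0.710 and 0.672 for the *A. thaliana* HS libraries and 1.12 to 1.26 for the others. In *A. lyrata* they lay between 0.887 and 1.07. Between the replicates of a condition, the SD of the log2 ratio over genes with at least 50 reads was 0.57 in the *A. thaliana* control, 0.26 after HS and 0.20 after recovery, and 0.34, 0.26 and 0.25 in *A. lyrata*. The lists that follow were fixed before the data were examined, and 22051 one-to-one pairs of orthologues linked the species.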

To assess the extent of plant responses to HS, we monitored transcript levels from 32,793 *A. lyrata* and 32,678 *A. thaliana* protein-coding genes. This revealed significant upregulation (adjusted *P* <0.05; DESeq) of 21.8 % *A. lyrata* genes (*n* = 7156) and 18.9 % *A. thaliana* genes (*n* = 6165) after 6 h HS (Fig. 1c; Additional files 1 and 2). 

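Heat shock protein transcripts rose in both species. All 16 small heat shock proteins tested in *A. thaliana* were higher after HS than in control plants, and none was lower (16 higher when adjusted over the list alone). HSP17.6II (AT5G12020) reached 3599.7 ± 118 CPM from 2.05 ± 2.81 CPM in the control, a log2 fold change of 11.04 (standard error 1.08), and ATHSP22.0 reached 18457 ± 590.3 CPM from 10.1 ± 14.2 CPM, a log2 fold change of 10.91 (standard error 1.75). Their control reads lay almost only in control replicate 1, and with at least 10 reads required in every library 6 of the list could be called higher. Of the 20 HSP70, HSP90 and HSP100 chaperones, which refold or dissolve damaged proteins, 20 were higher (20 when adjusted over the list alone), with log2 fold changes of 9.72 for HSP70 (AT3G12580), 9.36 for HSP90.1 and 8.83 for HSP70T-2. HSFA2, a transcription factor that binds heat shock elements, rose from 0.744 ± 0.825 to 736 ± 15.6 CPM (log2 fold change 10.25, standard error 0.54, adjusted p = 2.38e-06 from edgeR, and 12.1 and 9.15 without control replicate 1 and 2). HSFA7B had no read in the control and 152 and 936 reads after HS, at least 466-fold higher (limit of 3 reads over the control group).

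Of 15 *A. thaliana* heat shock factors tested, 9 were higher and 4 lower (10 and 4 when adjusted over the list alone). HSFA3 was higher by 4.95 on the log2 scale, HSFA8 fell by 2.89, HSFA1B fell by 1.86 and HSFA4A fell by 1.28. Of 13 other heat response markers, such as APX2, Hop3 and ROF2, 12 were higher (12 when adjusted over the list alone), with log2 fold changes of 10.68 for APX2, whose control reads all lay in control replicate 1, and 9.88 for Hop3 (11.0 and 9.16 without control replicate 1 and 2). The folding machinery of the endoplasmic reticulum also responded, with 8 of 9 genes higher and 1 lower (8 and 1 when adjusted over the list alone). ATERDJ3A had a log2 fold change of 7.27, BIP1 of 4.34 and BIP2 of 4.16, while BZIP60 fell by 0.54. RCA, the activase of Rubisco, and 4 Rubisco subunit genes made 5 of 5 higher (5 when adjusted over the list alone), with log2 fold changes of 1.51 for RCA and 0.83 for RBCS2B. With library totals in place of TMM, 1 of the 5 was higher, and without HS replicate 2, 3 were. Among flower and meristem markers 5 of 6 were higher (5 when adjusted over the list alone), PI by 2.72 and STM by 2.65. STM had no read in control replicate 2, and its log2 fold change was 9.88 without control replicate 1 and 1.45 without control replicate 2. AP1 had 3 and 0 control reads and 8 and 73 HS reads, a ratio of 34.7 (95% counting interval 11.4 to 172). This list fell to 2 genes without HS replicate 2. No root marker had enough reads to be tested. Of the 10 tested genes that the paper names, some of them for their values in these samples, 7 were higher and 2 lower (7 and 2 when adjusted over the list alone, 7 and 1 by DESeq2).

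In *A. lyrata*, 14 of 15 small heat shock proteins were higher and 1 was lower (14 and 1 when adjusted over the list alone). HSP17.4 had a log2 fold change of 11.17 and HSP17.6II of 10.71, and HSP17.6A, with 2 and 1 control reads, had a read ratio of 2716 (95% counting interval 929 to 1.32e+04). The orthologue of AT4G21870, also a small heat shock protein, fell by 2.56. Of 18 chaperones of the HSP70, HSP90 and HSP100 list 17 were higher (17 when adjusted over the list alone), HSP90.1 by 9.59, Hsp70b by 8.31 and HSP70T-2 by 6.37. Heat shock factors were higher for 16 of 18 and lower for 1 (16 and 1 when adjusted over the list alone). HSFA2 had a log2 fold change of 5.83, HSFA6B of 5.77 and HSFB2A of 4.99, while HSF1 fell by 1.39. Of 12 other heat response markers 11 were higher and 1, HSBP, was lower (11 and 1 when adjusted over the list alone), with AT5G48570 at 10.58, APX2 at 9.32 and Hop3 at 8.47. Of 7 genes of endoplasmic reticulum folding 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone). ATERDJ3A had a log2 fold change of 5.37, BIP2 of 4.19 and SDF2 of 2.69, and PDIL1-1 fell by 0.48. The clock genes, which keep daily time, were higher for 8 of 10 and lower for 1 (8 and 1 when adjusted over the list alone). PCL1 was higher by 3.61, PRR5 by 2.79 and RVE8 by 2.48, and LHY fell by 1.82. The flower marker SEP3, the 1 tested gene of that list, had a log2 fold change of 1.13 (1 higher when adjusted over the list alone). Of 8 tested genes named in the paper 3 were higher and 5 lower (3 and 5 when adjusted over the list alone).

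Over all genes tested, 6471 *A. thaliana* genes (19.8% of the table) and 7870 *A. lyrata* genes (24.0%) were higher at an adjusted p under 0.05 from edgeR. With library totals 3409 *A. thaliana* and 6386 *A. lyrata* genes were higher. Compared with all other genes by camera with a preset correlation of 0.01, the *A. thaliana* lists gave adjusted p = 3.62e-06 for small heat shock proteins (adjusted p = 0.556 with an estimated correlation), adjusted p = 5.06e-11 for chaperones (adjusted p = 0.287 with an estimated correlation), adjusted p = 2.10e-06 for other markers (adjusted p = 0.217 with an estimated correlation), adjusted p = 0.000748 for endoplasmic reticulum folding (adjusted p = 0.290 with an estimated correlation) and adjusted p = 0.0342 for heat shock factors (adjusted p = 0.287 with an estimated correlation). Rubisco and flower markers gave adjusted p = 0.0500 (adjusted p = 0.633 and 0.607 with an estimated correlation). In *A. lyrata* the values were 4.15e-07 for small heat shock proteins, 1.26e-07 for chaperones, 2.37e-06 for other markers and 0.00349 for endoplasmic reticulum folding (adjusted p = 0.130 with an estimated correlation for each), 9.19e-05 for heat shock factors (adjusted p = 0.135 with an estimated correlation) and 0.0315 for the clock (adjusted p = 0.171 with an estimated correlation). The list of genes named in the paper was not read this way, since some of them were chosen on these samples.

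**Figure D1:**
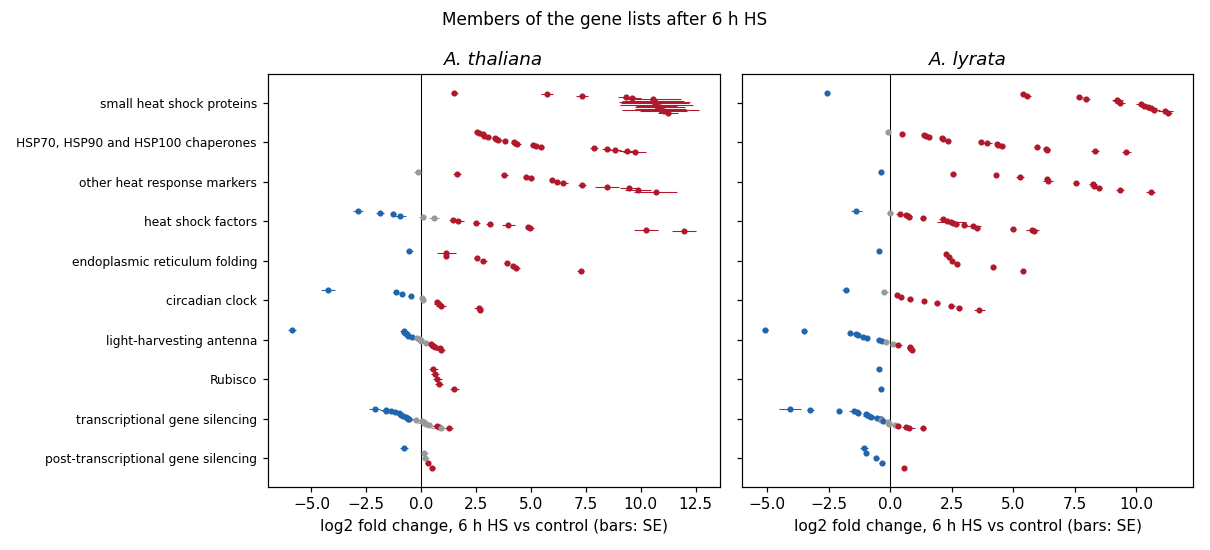
Log2 fold change after 6 h HS of each tested member of 10 gene lists in *A. thaliana* and *A. lyrata*, with bars of 1 standard error. Red points were higher, blue points lower and grey points did not pass the edgeR test at an adjusted p of 0.05. All 16 small heat shock proteins of *A. thaliana* and 14 of 15 in *A. lyrata* lie above 0. In *A. thaliana* the post-transcriptional silencing and clock medians change sign with library totals in place of TMM.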

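After 48 h at 21 °C, few transcripts stood above control in *A. thaliana*. The control plants had been collected 48 h earlier, so these differences may come from HS or from growth. ROPGAP3 (AT2G46710), a regulator of small GTPases, had no control read, 42 and 162 reads after HS, and 403 and 376 reads after recovery, at least 470-fold higher than control (29.5 ± 2.55 CPM, adjusted p = 0.000352 from edgeR). Also higher were POK1 by 2.08, KINESIN-12B by 2.02, POK2 by 1.96, HIK by 1.84, ATK1 by 1.83, NIT2 by 1.82 and CSLD5 by 1.79 on the log2 scale. The DNA methyltransferases CMT3 and MET1 rose by 1.09 (adjusted p = 0.0300) and 0.75 (adjusted p = 0.0300), and AGO4, which guides DNA methylation with small RNAs, by 0.67 (adjusted p = 0.0416). These were 3 of 23 tested genes of transcriptional gene silencing, with none lower (10 higher when adjusted over the list alone). Without control replicate 1 or 2, 11 and 14 of this list and 12 and 13 chaperones were higher, and none without any one of the HS or recovery libraries. The silencing list stood above other genes by camera (adjusted p = 9.67e-07, adjusted p = 0.507 with an estimated correlation). Of the chaperones, mtHsc70-1 alone was higher (0.81, adjusted p = 0.0316, 10 of 20 when adjusted over the list alone, 5 by DESeq2), and the chaperone list stood above other genes (adjusted p = 2.86e-05, adjusted p = 0.507 with an estimated correlation). ROF1 was higher by 0.60 (adjusted p = 0.0458, 1 of 13 other markers, 2 when adjusted over the list alone and 2 by DESeq2) and the flower gene PI by 2.09 (adjusted p = 0.0316, 1 of 6).

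After recovery the small heat shock proteins were not told apart from control, with 0 of 16 past the edgeR test. Adjusted over the list alone 0 passed, and 1 was higher at an unadjusted p under 0.05. The median log2 fold change of the list was 0.13 (camera adjusted p = 0.112). That comparison turns on the controls, since 13 were higher without control replicate 1, while 9 were lower and 1 was higher without control replicate 2. DESeq2 called 1. No heat shock factor passed the edgeR test (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 by DESeq2). Nor did any gene of endoplasmic reticulum folding (3 higher and 1 lower when adjusted over the list alone, 4 and 1 at an unadjusted p under 0.05, 0 by DESeq2), while 4 were higher without control replicate 1 and 5 without control replicate 2.

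In *A. lyrata* some heat response genes were still above control. This is not a shown difference between species for small heat shock proteins. By the test of the difference of the log2 fold changes after recovery, 0 of their 15 pairs were higher and 0 lower in *A. lyrata*. HSP18.2 was at 78.0 ± 3.43 CPM against 9.69 ± 2.54 CPM in the control, a log2 fold change of 3.03, followed by ATHSP22.0 at 1.79 and AT5G51440 at 1.64. In all 7 of 15 small heat shock proteins were higher (9 when adjusted over the list alone, 2 by DESeq2), 3 of them without control replicate 1 and 2 without recovery replicate 2. Chaperones were higher for 5 of 18 (9 higher and 1 lower when adjusted over the list alone), with HSP70T-2 at 1.18, HSP70 at 0.85 and HSP90.1 at 0.79. Their count was 3 without control replicate 1, 2 without control replicate 2, 3 without recovery replicate 1, 2 without recovery replicate 2, 9 without HS replicate 1 and 8 without HS replicate 2. APX2 at 1.84, AT5G48570 and GolS1 at 0.72 were among 5 of 12 other markers that were higher (5 when adjusted over the list alone, 3 by DESeq2), a count that was 2 and 3 without control replicate 1 and 2, and 2 and 1 without recovery replicate 1 and 2. The heat shock factors HSFB2A and HSF4 were higher by 1.28 and 0.86, and HSFA2 was lower by 1.22, which made 2 higher and 1 lower of 18. BZIP60 was higher by 0.79, 1 of 7 genes of endoplasmic reticulum folding (2 when adjusted over the list alone). The stress genes JAZ8 and RRTF1 showed the highest read ratios to control, 286 (95% counting interval 51.1 to 1.13e+04, 0 and 1 control reads) and 134 (45.7 to 653). PR5 was higher by 1.82, 1 of 4 defence and senescence markers (2 when adjusted over the list alone), SEP3 by 0.96 (1 of 1) and TOC1 by 0.89. PR5 and SEP3 did not pass without control replicate 2 or recovery replicate 2, nor in DESeq2. Against other genes the camera test gave adjusted p = 0.00106 for small heat shock proteins and for chaperones (adjusted p = 0.328 with an estimated correlation for both) and adjusted p = 0.0156 for other markers (adjusted p = 0.435 with an estimated correlation).

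In all, 248 *A. thaliana* genes (0.759%) and 1589 *A. lyrata* genes (4.85%) were higher after recovery at an adjusted p under 0.05. In *A. thaliana* the count was 2940 without control replicate 1 and 3133 without control replicate 2, the pair with the widest spread, and 1 without any one of the HS or recovery libraries. In *A. lyrata* it was 909 without control replicate 1, 657 without control replicate 2, 895 without recovery replicate 1 and 557 without recovery replicate 2.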

After recovery, we found only 2.9 % (*n* = 980) of genes still upregulated in *A. lyrata* and 0.6 % (*n* = 192) in *A. thaliana. 

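In *A. lyrata*, HS lowered several transcripts of DNA methylation and light harvesting, while others of both lists rose. The maintenance methyltransferase MET1 fell from 33.1 ± 2.77 to 3.53 ± 0.206 CPM, a log2 fold change of -3.25, AGO6 from 3.38 ± 1.01 to 0.218 ± 0.0629 CPM, a log2 fold change of -4.09, and AGO4 had -2.07. Of 23 tested genes of transcriptional gene silencing, which keeps TEs methylated, 14 were lower and 4 higher (14 and 4 when adjusted over the list alone), with HDA6 at 1.32, NRPD1A at 0.76 and SHH1 at 0.62 among the higher ones, 2 of which passed without HS replicate 2. CHR1 (DDM1) fell by 1.47 and MOM fell by 0.29 (adjusted p = 0.00697). All 5 tested genes of post-transcriptional silencing changed, 4 lower and 1 higher (4 and 1 when adjusted over the list alone), with DCL4 at -1.08, DCL2 at -0.98, RDR6 at -0.57 and SGS3 at 0.55. Light-harvesting antenna genes were lower for 9 of 15 and higher for 4 (9 and 4 when adjusted over the list alone). LHCB2.3 had a log2 fold change of -5.10, LHCB2.1 of -3.50 and LHCB4.2 of -1.63, while LHB1B2 had 0.86. Both tested Rubisco genes were lower, RBCS1B by 0.48 and RCA by 0.40 (2 when adjusted over the list alone). Of 4 defence and senescence markers 1 was higher, PR5 at 1.97, and 1 was lower, SEN1 (1 and 1 when adjusted over the list alone), while 3 were lower without control replicate 1. The largest decreases among abundant genes were in the orthologue of AT3G02640 (-8.77) and in XTH33 (-7.94), which loosens cell walls.

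After recovery, antenna genes were lower for 3 of 15 (5 when adjusted over the list alone, 6 by DESeq2), LHB1B1 by 0.81, and 3 of 23 genes of transcriptional silencing were lower (8 when adjusted over the list alone, 0 by DESeq2), NRPD1B by 0.40, DML1 by 0.34 and AGO4 by 0.26. The latter count was 0 without control replicate 2, recovery replicate 1 or recovery replicate 2, and the former was 1 without any of these libraries. The clock genes PRR9 and ELF3 were lower by 0.62 and 0.46, 2 of 10, and 1 was higher (1 higher and 3 lower when adjusted over the list alone, 1 and 1 by DESeq2). The locus AL199U10010 had 111 and 166 control reads, 24 and 65 after HS and none after recovery, and AL4G27500 had a log2 fold change of -4.02. Of the 8 tested genes named in the paper, 1 was lower (1 higher and 2 lower when adjusted over the list alone).

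Over all genes tested, 8035 (24.5%) were lower after HS and 982 (2.99%) after recovery at an adjusted p under 0.05 from edgeR. Without control replicate 1 the recovery count was 651, without control replicate 2 it was 359, without recovery replicate 1 it was 398 and without recovery replicate 2 it was 280. Against other genes, the camera test gave adjusted p = 0.0315 for transcriptional silencing after HS (adjusted p = 0.300 with an estimated correlation), 0.0858 for antenna genes and 0.224 for post-transcriptional silencing. After recovery it gave adjusted p = 0.00984 for antenna genes (adjusted p = 0.450 with an estimated correlation) and adjusted p = 0.0225 for transcriptional silencing (adjusted p = 0.435 with an estimated correlation).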

A. lyrata* showed 21.3 % (*n* = 6992) downregulated genes after HS and 1.5 % (n = 491) after recovery (Fig. 1d). There were 17.3 % (*n* = 5650) significantly downregulated genes after HS and only 0.3 % (*n* = 89) after recovery in *A. thaliana*. Hence, HS treatment induced a similar degree of transient transcriptional changes in both species.

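After HS, transcripts of gene silencing and photosynthesis moved in both directions in *A. thaliana*. SUVH6, a histone methyltransferase that keeps TEs silent, fell from 13.3 ± 3.62 to 3.23 ± 0.608 CPM, a log2 fold change of -2.13. DMS3 and DCL3, of the pathway that guides DNA methylation by small RNAs, both had -1.62. MET1 fell from 28.7 ± 1.36 to 14.5 ± 0.196 CPM (log2 fold change -0.99, standard error 0.11, adjusted p = 0.000113), CHR1 (DDM1) had -0.59 (adjusted p = 0.0206) and MOM 0.02 (adjusted p = 0.927, -0.72 with library totals and 0.38, past the test, without control replicate 2). Of 23 tested genes of transcriptional silencing 13 were lower and 3 higher (13 and 3 when adjusted over the list alone), 8 were lower without HS replicate 2, and 5 and 6 were higher without control replicate 1 and 2. The higher ones were RDM1 at 1.25, HDA6 at 0.79 and RDR2 at 0.71, and with library totals RDM1 stayed higher while RDR2 moved to -0.044. RDR2 did not pass without HS replicate 2 (0.44). The list did not stand out from other genes (camera adjusted p = 0.198). Of 5 genes of post-transcriptional silencing 2 were higher, AGO1 at 0.49 and RDR6 at 0.29, and SGS3 at -0.78 was lower (1 and 1 when adjusted over the list alone, 1 and 1 by DESeq2), and with library totals AGO1 was at -0.25 and RDR6 at -0.46.

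Light-harvesting antenna genes, which carry chlorophyll, went both ways. LHCB2.3 fell from 899 to 15.6 CPM, a log2 fold change of -5.87, and LHCB2.1 had -0.81, while LHB1B2 was at 0.89 and CAB3 at 0.83. In all 7 of 18 were lower and 6 higher (6 and 6 when adjusted over the list alone). With library totals 12 were lower and none was higher, without control replicate 1 the lower ones were 11, and without HS replicate 2 there were 4 lower and 2 higher. Clock genes were higher for 5 of 11 and lower for 4 (5 and 4 when adjusted over the list alone). CCA1 had a log2 fold change of 2.68, LHY of 2.63 and RVE8 of 0.91, and ELF4 had -4.26, PRR5 -1.14 and PRR9 -0.89. With library totals 2 were higher and 6 lower, and without HS replicate 2, 3 were higher. Of 5 defence and senescence markers SEN1 (AT4G35770) was lower, with -5.15 (1 when adjusted over the list alone), and 4 were lower without control replicate 1 and 4 higher without control replicate 2. The largest decreases among abundant genes were AIF1 at -8.88, EXPA8 at -8.36, DIC2 at -8.15, the histone gene HTA6 at -7.76 and RPA70D at -7.71. Camera gave adjusted p = 0.858 for antenna genes and 0.632 for post-transcriptional silencing, the clock and the defence markers.

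After recovery, CAF1a at -1.42, CML41 at -1.33, RDUF1 at -1.24, LTP at -1.23 and DREB1A at -1.18 were lower. None of the 18 antenna genes passed the test in edgeR (0 when adjusted over the list alone, 4 lower at an unadjusted p under 0.05), although their median of -0.27 lay below other genes (camera adjusted p = 0.000130, adjusted p = 0.630 with an estimated correlation). DESeq2 called 4 of them lower, and 17 were lower without control replicate 1 and 5 without control replicate 2. No Rubisco, clock, defence or post-transcriptional silencing gene passed in edgeR or DESeq2. Adjusted over the list alone, 0 Rubisco and 0 clock genes passed, 1 defence gene was lower and 2 post-transcriptional silencing genes were higher, and at an unadjusted p under 0.05 the counts were 0 Rubisco, 1 higher and 2 lower clock, 2 lower defence and 2 higher silencing genes. Without control replicate 1, 5 Rubisco and 6 clock genes were lower, and without control replicate 2, 3 clock genes were higher and 2 lower.

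In total, 7319 genes (22.4%) were lower after HS and 142 (0.435%) after recovery at an adjusted p under 0.05. With library totals these were 11104 and 114. The recovery count was 2727 without control replicate 1, 3456 without control replicate 2 and 0 without any one of the HS or recovery libraries.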

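Orthologues that changed after HS in both species mostly did so in the same direction. Of 15848 one-to-one pairs tested in both species, 3249 were higher in both (2170 if the calls were independent), 3452 were lower in both (2441) and 2668 changed in opposite directions. The log2 fold changes of the pairs had a Pearson r of 0.457 and a Spearman rho of 0.407 across genes, which are not independent replicates. After recovery, 21 pairs were higher in both species (17.71 if independent), 8 were lower in both (5.35) and 43 were opposite (r = -0.067, rho = -0.118). HSFA2 rose in both species but by less in *A. lyrata* (difference of the log2 fold changes -4.41, standard error 0.48).

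Of the genes higher after recovery, 149 in *A. thaliana* (60.1%) and 789 in *A. lyrata* (49.7%) were also higher after HS, against 86.6 and 602 if the calls were independent. Of those lower after recovery, 99 (69.7%) and 540 (55.0%) were also lower after HS, against 56.1 and 380. In the opposite direction were 59 and 24 *A. thaliana* genes and 536 and 281 *A. lyrata* genes that were higher or lower after recovery. Both comparisons use the same control libraries, which by itself correlates their fold changes. In 20 draws of simulated counts without any change, the covariance of the log2 fold changes was 0.0505 in *A. thaliana* and 0.0446 in *A. lyrata*, against 0.186 and 0.206 in the data, while the Pearson r across genes was higher in the draws (0.451 and 0.586) than in the data (0.173 and 0.221). In these draws on average 0.2 and 0.95 genes were higher in both. As no gene changed in the draws, few could be called, so this count cannot show how much overlap shared controls add in the data. The draws also gave all conditions the same spread, although the *A. thaliana* controls differed most, so their covariance may be too low. The *A. thaliana* overlaps were 1 higher and 0 lower genes without any one of the HS or recovery libraries, 1826 and 1656 without control replicate 1, and 1818 and 1869 without control replicate 2. In *A. lyrata* the overlaps were 494 and 433 without control replicate 1, 387 and 216 without control replicate 2, 533 and 238 without recovery replicate 1, and 348 and 148 without recovery replicate 2. From the fractions of genes that changed after HS and after recovery, the paper concludes that the transient changes were of a similar degree in both species.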

Because there is no publicly available *A. lyrata* TE annotation, we prepared custom-made catalogues of 53,089 *A. lyrata* and 17,009 *A. thaliana* repetitive elements (Additional files 3 and 4, respectively). Although the two species differed threefold in their TEs numbers, their spectra of TE families were similar (Additional file 5: Figure S1). The multi-copy nature of many TEs hinders RNA-seq analysis using standard protocols. Therefore, we developed the *COM*parative *EX*pression of TEs (COMEX) method, which allows quantification of transcripts derived from individual TE copies and effective removal of the RNA-seq reads mapping across TE families (see “Methods;” Additional files 6 and 7). 

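Many heat-responsive TEs of *A. thaliana* lie within or across annotated gene loci, so their transcripts can also be followed in the gene counts. Of the 132 upregulated *A. thaliana* TEs that the paper lists, 112 overlap at least 1 of 197 loci, and 66 overlap a locus that was higher after HS in the gene counts, while 3 overlap one that was lower. Of the 73 such loci tested, 68 were higher and 3 lower. The reference annotation has no class of TE genes, and 170 of these loci are annotated as pseudogenes, of which 46 of the 47 tested were higher. Of the 104 downregulated TEs 93 overlap a locus, and 68 of 74 tested loci were lower. Of the 159 tested pseudogenes among all loci, 69 were higher and 61 lower after HS, against 6292 and 7139 of 18075 protein-coding genes. A count of a locus can include reads from the gene and from the TE, and the TE lists were known when these loci were compared. The lists were called from these same libraries, so agreement in direction was to be foreseen and is not an independent test.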

We found 197 and 132 significantly (adjusted *P* <0.05; DESeq) upregulated TEs, representing 90 and 60 families (26 in common), after 6 h HS in *A. lyrata* and *A. thaliana*, respectively (Fig. 1e, f; Additional files 8 and 9). Comparing the major upregulated TE groups versus those in the whole genome revealed general under-representation of *DNA* transposons and *HELITRONs* and *A. lyrata*-specific under-representation of SINEs. In contrast, we found an over-representation of heat-responsive *SADHU* and *LINE* retrotransposons in *A. lyrata*, *GYPSY* elements in *A. thaliana*, and *COPIA* TEs in both species (Fig. 1g). Heat-responsive *AlCOPIAs* (n = 60; 100 %) comprised six families with at least two heat-inducible elements (Fig. 1h): *AlCOPIA31* (*n* = 3; 3 %), *AlCOPIA79* (n = 2; 3 %), *AlCOPIA37* (*n* = 5; 11 %), *AlCOPIA20* (*n* = 9; 14 %), *AlONSEN* (*n* = 19; 37 %), and a so far unknown family which we named **TE**MPERATURE **RES**PONSIVE **TRA**NSPOSON (*TERESTRA*, *n* = 6; 10 %), as well as a bulk of single copies from different families (*n* = 16; 22 %). *A. thaliana* heat-responsive *COPIAs* (*n* = 34) were represented by six families with more than one heat-responsive TE. However, only *AtONSEN* (*n* = 8; 29 %) and *AtCOPIA37* (*n* = 4; 12 %) were common between both species (Fig. 1i). A prominent *A. thaliana*-specific family was *ROMANIAT5*, comprising 12 % (*n* = 4) of all heat-responsive *AtCOPIAs*. 

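In *A. lyrata* a COPIA37 locus kept its transcript after recovery. AL7G28250, which overlaps copies on chromosome 7 from 7640274 to 7642000 and from 7642477 to 7644088, rose from 0.0872 ± 0.0218 CPM in the control to 11.4 ± 0.0542 CPM after HS and was still at 5.64 ± 0.474 CPM after recovery (log2 fold change 5.90, adjusted p = 4.24e-08 from edgeR). The ratio of recovery to control reads was 65.4, with a 95% counting interval up to 544. It was the only locus higher after recovery among those that overlap the listed COPIA37, ONSEN and TERESTRA copies of *A. lyrata*, and DESeq2 called it as well. With a filter of at least 10 reads in every library this locus is not tested. In *A. thaliana*, no locus at a listed COPIA37 or ROMANIAT5 copy passed the edgeR test after recovery, also at an unadjusted p under 0.05 (0 of 6), and the 3 COPIA37 loci did not pass in DESeq2.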

After recovery, all TEs were re-silenced in *A. thaliana* and only five (*AlCOPIA37*, *AlRE1*, *SADHU6-1*, *AlATN9_1*, and *AlLINE1_3A*) showed increased transcript amounts in *A. lyrata* (Fig. 1e; Additional file 8). 

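After 48 h of recovery, transcripts over ONSEN had dropped to a few CPM in *A. thaliana*. AT3G61330, within AtONSEN2, was at 3.63 ± 0.292 CPM against 0.766 ± 0.539 CPM in the control (log2 fold change 2.43, standard error 0.38, adjusted p = 0.0339 from edgeR). AT5G13205, within AtONSEN3, was at 2.80 ± 0.00191 CPM against 1.14 ± 0.259 CPM (log2 fold change 1.34, standard error 0.21, adjusted p = 0.0359). These were 2 of 10 tested loci that lie mostly within ONSEN. AT1G21945 of AtONSEN7 had 1.97 (adjusted p = 0.0527) and AT3G59720 of AtONSEN6 had 2.16 (adjusted p = 0.0553), which did not pass. The calls depend on the fit, with 5 loci called by DESeq2, 7 with no filter on low counts, and 0 with only the 4 libraries compared or with a term for the replicate number. They were 0 without any one of the HS or recovery libraries, 8 without control replicate 1 and 6 without control replicate 2. AT5G13200, which AtONSEN3 touches at its edge, was lower after recovery by 0.84 (adjusted p = 0.0458). In *A. lyrata* no locus at ONSEN was higher after recovery in edgeR (1 at an unadjusted p under 0.05), nor in DESeq2, and AL638U10020 had 1 and 3 reads there. AL8G27760, with 4 and 10 control reads and 1 and 0 after recovery, was lower by 3.93 (adjusted p = 0.00585, 0.114 without control replicate 2 and 0.176 without recovery replicate 2), and AL2G25270, at an edge, was lower by 0.60 (adjusted p = 0.00763).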

Surprisingly, *ONSEN* was fully silenced after two days of recovery, most likely owing to a shorter HS applied here compared to the previous study [7]. The families representing at least 10 % of heat-responsive *COPIA* elements in each species were considered for further analysis (Fig. 1h).

Next, we tested whether heat-responsive *COPIA* families represent a particular *COPIA* clade. We reconstructed phylogeny of HS-responsive *COPIA37*, *ONSEN*, *TERESTRA*, *ROMANIAT5*, and seven HS-non-responsive *COPIA* families (*19*, *23*, *26*, *35*, *45*, *66*, *75*) based on their RT sequences (Fig. 1j; Additional file 5: Figure S2). The coding sequence was preferred over LTRs for the similarity analysis because this is strongly influenced by length of the input sequences, which may vary drastically in case of LTRs from different families. All heat-responsive families formed distinct and early separated branches, suggesting multiple independent origins of *COPIA* heat-responsiveness.

### The structure and evolution of *ONSEN* heat-responsiveness

There are 24 *COPIA78* elements in *A. thaliana* Col-0 (TAIR10) including eight full-length copies and 16 fragments (Table 1, Additional file 5: Table S1). However, only the eight full-length *ONSEN* copies were found to be heat-responsive (Additional file 9). 

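Every tested locus within a full-length AtONSEN copy rose after HS. AT1G48710 at AtONSEN5 (TAIR10 chromosome 1, 18013162 to 18018751) had 24 and 9 reads in the control, 4082 and 19438 after HS and 36 and 38 after recovery, and went from 0.868 ± 0.820 to 619 ± 30.1 CPM (log2 fold change 9.72, standard error 0.45, and 11.03 and 8.78 without control replicate 1 and 2). AT5G13205 at AtONSEN3 (chromosome 5, 4208083 to 4213084) reached 476 ± 25.0 CPM, 429-fold above control (log2 fold change 8.74, standard error 0.18, adjusted p = 3.33e-07). AT3G61330 at AtONSEN2 (chromosome 3, 22695566 to 22700521) reached 457 ± 22.0 CPM (9.40, standard error 0.33), AT1G58140 at AtONSEN4 (chromosome 1, 21524995 to 21529850) 386 ± 12.1 CPM from 0.735 ± 0.496 CPM (9.21, standard error 0.31) and AT3G59720 at AtONSEN6 (chromosome 3, 22059535 to 22064329) 355 ± 8.63 CPM (9.60, standard error 0.34). AT1G21945 at AtONSEN7 (chromosome 1, 7717356 to 7722547) reached 271 ± 9.33 CPM from 0.414 ± 0.268 CPM (9.52) and AT3G32415 at AtONSEN8 (chromosome 3, 13369174 to 13374107) 175 ± 7.17 CPM from 0.229 ± 0.188 CPM (9.79). AT1G48720, a second locus within AtONSEN5, had no control read and 99 and 500 reads after HS, at least 256-fold higher. At AtONSEN1 (chromosome 1, 3780765 to 3785720), AT1G11270 rose 26.0-fold from 3.60 ± 0.308 to 94.3 ± 6.92 CPM, and AT1G11265 had 0 reads in all libraries. AT1G11265 lies wholly inside AT1G11270, so reads over both were not counted for it. The rise of AT1G11270 is therefore not a measure of AtONSEN1 alone. For most of these loci the control level was higher in control replicate 1, as for AT3G61330 with 1.15 CPM against 0.385 CPM in control replicate 2. Their folds therefore depend on which control is used. AtONSEN1 and AtONSEN2 share LTRs that cannot be told apart by sequence. The paper does not name how reads that map to several copies entered the gene counts, so they may not be resolved.

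Neighbouring loci that ONSEN overlaps only at an edge rose too. AT3G61320 at AtONSEN2 was 9.20-fold higher, AT5G13200 at AtONSEN3 was 6.53-fold higher, and AT3G59730, which shares 22 bp with AtONSEN6, went from 2 and 2 to 178 and 904 reads, a ratio of 347 (95% counting interval 135 to 1277). In all, 10 of 10 tested loci mostly within ONSEN and 3 of 3 at an edge were higher. The copies had been listed as upregulated from these same libraries, so these counts are not an independent test. With at least 10 reads required in every library, most of these loci are not tested, and the called loci at COPIA37, ROMANIAT5 and ONSEN together fell from 18 to 7.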

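The published LTR sequences of 7 AtONSEN copies (1, 2, 3, 5, 6, 7 and 8) carry the sequence ATTCTAGAAATTTTCTAGAAT, with 4 GAA or TTC cores in alternating orientation and 2 to 3 bp between them. In TAIR10 it lies on chromosome 1 from 18013289 to 18013309 for AtONSEN5, and on chromosome 3 from 22059662 to 22059682 for AtONSEN6 and from 13369301 to 13369321 for AtONSEN8. On chromosome 5 it stands on the minus strand from 4208398 to 4208418 in AtONSEN3. The LTR sequence published for AtONSEN7 matches chromosome 1 at 1 place, outside the copy at AT1G21945, where the run lies from 7714833 to 7714853. The LTR sequences of AtONSEN1 and AtONSEN2 match the same places, so each matches chromosome 1 from 3780892 to 3780912 and chromosome 3 from 22695858 to 22695878. A search for directly adjacent 5-bp units found no run in these LTRs, and the spacing used here was set after the sequences had been seen.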

We performed in silico reconstruction of the putative HREs using a proposed classification [20], which suggested two HREs in all heat-responsive *AtONSENs*: a low efficiency gap HRE and the highest efficiency 4P HRE (Fig. 2a; Additional file 5: Figure S3). 

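In the LTR of AtONSEN4 the run is ATTCTAGAAATTTTCT, with 3 cores, on the minus strand of chromosome 1 from 21529712 to 21529727. With 10 bp on either side it reads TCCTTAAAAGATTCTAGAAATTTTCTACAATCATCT. The log2 fold change of its locus AT1G58140 after HS lies above that of AT5G13205 and below those of AT1G48710, AT3G61330, AT3G59720, AT1G21945 and AT3G32415, loci wholly within copies whose published LTR sequences have 4 cores. It lies above that of AT1G11270, which contains AtONSEN1 and had more control reads. AT1G48720, within an LTR, had no control read and is left out. This order was not tested, and the standard errors of the loci wholly within copies ran from 0.18 to 0.45. The LTR sequence published for AtONSEN7 matches only outside the copy at AT1G21945, so the cores of that copy were not examined.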

While the gap HRE is present in all eight *A. thaliana* full-length *ONSENs*, the 4P was changed into a 3P HRE with moderate efficiency in *AtONSEN4*, due to loss of the fourth motif (Additional file 5: Figure S3). In contrast, none of the 16 fragments or solo LTRs contains functional HREs nor shows heat-responsiveness according to RNA-seq (Additional file 9).

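A short COPIA78 fragment that the paper's TE list names as upregulated overlaps a transcribed locus. The fragment covers 777 bp of chromosome 1, from 3360540 to 3361316, and overlaps most of AT1G10260. This locus had 2 and 0 reads in the control, 281 and 1192 after HS and 3 and 2 after recovery, with 40.2 ± 1.33 CPM after HS (log2 fold change 9.68 from edgeR). The ratio of HS to control reads was 946 (95% counting interval 261 to 7815). How reads that fit several COPIA78 copies entered the counts per gene is not named in the paper, so the value does not settle which copy was transcribed. The other listed entry that is not full-length, 438 bp from 7714708 to 7715145 on chromosome 1, holds the place that the LTR sequence published for AtONSEN7 matches, and overlaps no gene locus.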

**Table 1:** Copy numbers of elements within analyzed *COPIA* families in *Brassicaceae* species

Species	*ONSEN*		*COPIA37*		*HATE*		*ROMANIAT5*	
	Total	Full	Total	Full	Total	Full	Total	Full^a^
*Arabidopsis lyrata*	55	10	57	5	6	6	131	0
*Arabidopsis thaliana*	24	8	32	1	0	0	49	0
*Ballantinia antipoda*	3	2	0	0	0	0	0	0
*Boechera stricta*	2	2	0	0	14	7	53	0
*Brassica rapa*	6	2	2	0	2	0	7	0
*Capsella rubella*	0	0	2	1	0	0	0^b^	0
*Eutrema salsugineum*	2	1	2	0	6	1	65	0

^a^All *ROMANIAT5* elements lacked integrase domain

^b^Only three solo LTRs were found in *C. rubella*

**Fig. 2:**
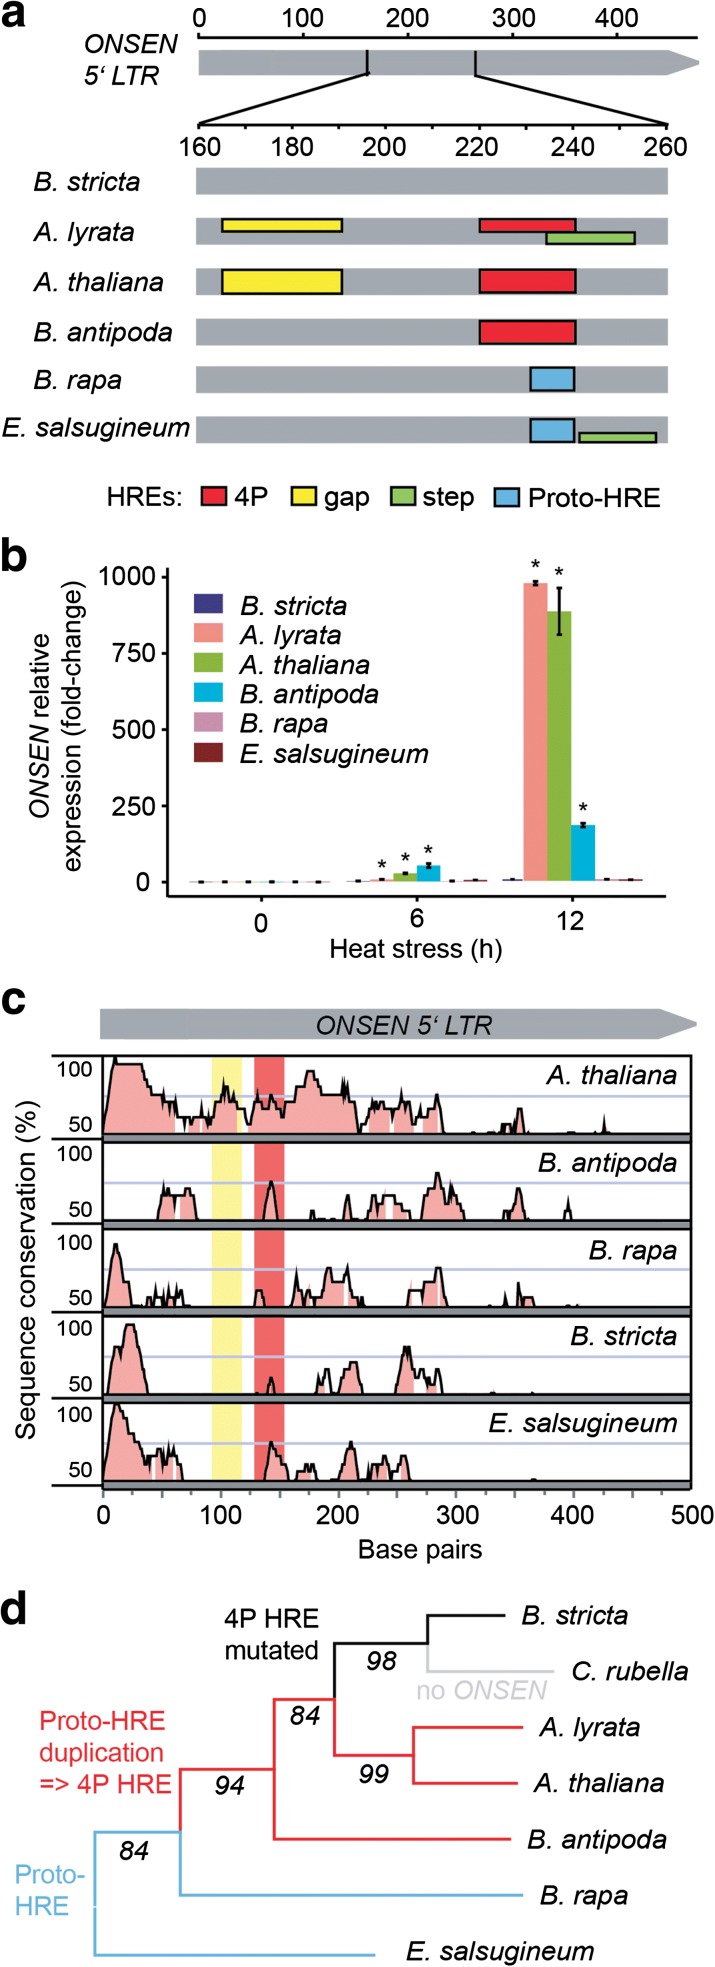
Evolution of *ONSEN* heat-responsiveness. **a** *Schematic representation* of in silico reconstruction of putative HREs in *ONSEN* 5’ LTR in different *Brassicaceae* species. HRE reconstruction follows criteria proposed by [20]. *Colored boxes* spanning the entire height of the *gray field* indicate HREs found in ≥50 % of the heat-responsive copies in *A. thaliana* and *A. lyrata* or all copies in other species. The *lower boxes* represent less frequent (<50 %) variants. Detailed information including sequences underlying individual HREs can be found in Additional file 5: Figure S2. **b** Transcript levels of *ONSEN* elements in *Brassicaceae* after 6 h and 12 h at 37 °C. Quantitative PCR values were obtained using species-specific primer pairs and normalized to *UBC28. Error bars* indicate standard deviation of three biological replicates and * *P* <0.05 in Student’s t-test. **c** Sequence conservation over the *ONSEN* 5’ LTR. Species-specific 5’ LTR consensus sequences were compared to *A. lyrata* query using 20 bp sliding window and 7 bp minimum consensus length. The *y-axis* for each species shows 50–100 % sequence conservation. Regions with ≥70 % similarity (*pink-filled*) were considered as conserved. *Red* and *yellow background colors* indicate the *A. lyrata* 4P and gap HRE regions. **d** Reconstruction of *ONSEN* HRE evolution. The phylogenetic tree was developed using the *CHALCONE SYNTHASE* gene of each individual species. The numbers at branches indicate bootstrap values. *Blue lines* show species with proto-HREs, *red* shows those carrying 4P HREs, *black* shows loss of HREs in *B. stricta*, and *gray* shows the *COPIA78* family in *C. rubella*

We found 55 *COPIA78* TEs in *A. lyrata*. Ten are full-length elements and 45 are fragments, either solo LTRs or incomplete according to the gaps in the genome assembly (Table 1; Additional file 5: Figure S3 and Table S2). In total, 15 copies contain at least one putative HRE with three or more adjacent (≤5 bp) nGAAn motifs. Remarkably, a high number of *AlONSENs* carry HREs identical to *A. thaliana* copies (Fig. 2a; Additional file 5: Figure S3). *AlONSEN 2* and *8* have *A. thaliana*-like gap HREs; the 4P type is present in *AlONSEN 10* and both co-occur in *AlONSEN 6*, *7*, *9*, *11*, *14*, *15*, *17*. In addition, we observed putative low efficiency gap/step HREs substituting the 4P HRE in *AlONSEN 1*, *4*, *5*, *12*, and *13*. All *AlONSENs* with predicted 4P HREs were upregulated after 6 h HS (Additional file 8). 

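Loci within AlONSEN copies rose after HS. AL638U10020 had no control read and was at least 687-fold higher (limit of 3 reads over the control group). AL3G40680, at the copy on chromosome 3 from 13033504 to 13038475, had a read ratio of 621 (95% counting interval 172 to 5130). AL4G29160 on chromosome 4 (16304811 to 16309766) was 114-fold higher, and AL8G27760 on chromosome 8 (15966326 to 15970199) was 93.5-fold higher, from 0.564 ± 0.217 to 56.1 ± 0.460 CPM. These are the 4 tested loci that lie mostly within the copies listed as upregulated, a list called from these same libraries. Of loci that share less than 50% of their length with a listed copy 9 of 9 were higher, among them AL2G12190 (314-fold), which contains its entry wholly, AL5G17260 (at least 348-fold) and, with smaller log2 fold changes, AL5G20670 (5.56), AL4G29170 (4.06), AL2G25260 (3.04) and AL2G25270 (2.66). Other such loci had few control reads, with read ratios of 1196 for AL247U10020, 841 for AL8G27750 and 362 for AL3G42270. AL4G29150 had too few reads to be tested (0 and 4 in the control, 0 and 2 after HS). Of the 20 ONSEN entries in the list used, 10 overlap a gene locus, and the numbers of the AlONSENs could not be joined to these positions. A run of 4 cores, GTTCTAGAAATTTTCTAGAAT, was found in the LTRs of AlONSEN 6, 7, 9, 10, 11 and 15, and GTTCTAGAAATCTTCTAGAAT in AlONSEN 14. AlONSEN 12 has 3 cores (GTTCTAGAATTTTCT), and in the LTR of AlONSEN 17 no such run was found.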

*AlONSEN 3* and *16* were also found upregulated although they did not contain putative HREs. This was most likely caused by ambiguity in RNA-seq analysis, as 100 % of the reads mapping to these elements were multiply mapping to other *ONSENs*. Hence, there is a high correlation between the predicted HREs and RNA-seq results.

Conservation of the most frequent HRE haplotype between the *Arabidopsis* species raised the question about the evolutionary history of *ONSEN* heat-responsiveness in the *Brassicaceae*. Therefore, we searched for *COPIA78* elements in whole-genome assemblies of *Boechera stricta* v1.2, *Brassica rapa* FPsc v1.3 (both JGI; Phytozome), *Capsella rubella* [21], *Eutrema salsugineum* [22], and low coverage assembly of *Ballantinia antipoda* (Vu, Finke, and Pecinka; unpublished data) using genome-wide BLAST searches. We confirmed the absence of *COPIA78* in *Capsella* [23], but found at least one *ONSEN* copy in all other species (Table 1). RT nucleotide sequence identity was >80 % (Additional file 5: Figure S4), fitting previously proposed criteria for a single TE family [24]. The LTR identity was lower (typically <70 %) due to the presence of insertions and deletions and decreased with phylogenetic distance (Additional file 5: Figure S5). Nevertheless, it allowed us reconstructing putative HREs. None of the other species contained the *A. thaliana*-like gap HRE (Fig. 2a; Additional file 5: Figure S3). However, there was a perfectly conserved 4P HREs in two out of three *ONSENs* in *B. antipoda. ONSENs* of other species either did not contain any HREs (*B. stricta*) or they represented only lower efficiency types and were non-homologous to the *Arabidopsis* HREs (Fig. 2a). To challenge the predicted HREs, we grew all species in vitro and quantified *ONSEN* transcript levels after 6 h and 12 h of HS (Fig. 2b). In agreement with RNA-seq results, we found massive 884–976-fold upregulation in *A. lyrata* and *A. thaliana*. There was also high (185-fold) upregulation in *B. antipoda* containing the putative 4P HRE, but lacking an additional gap HRE (Fig. 2a, b). In contrast, *B. stricta*, *B. rapa*, and *E. salsugineum* predicted to have no or only low efficiency HREs did not show strongly increased *ONSEN* transcript amounts (Fig. 2b).

To test whether HREs represent a major *cis*-regulatory element in *ONSEN* LTRs, we performed phylogenetic shadowing of the LTR consensus sequences (Fig. 2c). Although the 4P HRE region was partially conserved, there are several other similarly conserved regions. The longest stretch of conserved LTR sequence comprises approximately the first 25–30 bp (Fig. 2c), which may be required for TE RT.

By anchoring the structural information on the *Brassicaceae* chalcone synthase-based phylogeny, we reconstructed the evolutionary trajectory of *ONSEN* HREs (Fig. 2d). The nTTCnnGAAn motif, which can be considered as the non-functional sequence preceding the 4P HRE (proto-HRE), is present in *B. rapa* and *E. salsugineum* (Fig. 2a; Additional file 5: Figure S3), suggesting that it existed already at the onset of *Brassicaceae* evolution. Later, proto-HRE became duplicated and instantly created the high affinity 4P HRE. Molecular dating of the split of the *B. antipoda* lineage [25] suggests that this motif was maintained over 6–9 million years of evolution. However, the 4P HRE was occasionally lost due to accumulation of the point mutations (*B. stricta*) or deletion of whole elements (*Capsella*).

### Species-specific gain of HREs in *COPIA37* and the novel family *TERESTRA*

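COPIA37 copies overlap genes in both genomes, and most of these genes rose after HS. In *A. thaliana*, AT4G03940, which shares 59 bp with a copy on chromosome 4 (1875175 to 1875724), was 5.58-fold higher (log2 fold change 2.48, standard error 0.31), and AT1G11592, at a copy on chromosome 1 (3895125 to 3895672), was 2.97-fold higher. AT3G27990, at a copy on chromosome 3 (10396358 to 10396888), had a log2 fold change of 0.12 (adjusted p = 0.542 from edgeR), and -0.63 with library totals. In *A. lyrata* the locus AL7G28250 had the highest response, with a log2 fold change of 6.94 (adjusted p = 8.24e-12) and a read ratio of 136 (95% counting interval 37.3 to 1126).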

The other TE family found to be heat-responsive in both *Arabidopsis* species was *COPIA37* (Fig. 1h, i). However, this phenotype was restricted to fewer copies as only 8.8 % (five out of 57) and 12.5 % (four out of 32) of *A. lyrata* and *A. thaliana COPIA37s*, respectively, showed upregulation upon HS (Additional files 8 and 9). 

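Other *A. lyrata* loci at listed COPIA37 copies rose less. AL3G52290 was 16.5-fold, AL8G41930 10.3-fold, AL8G41920 6.49-fold, AL7G28260 3.24-fold and AL7G51530 2.51-fold higher after HS. All 6 tested loci were higher, 3 of them mostly within a copy and 3 sharing less than 50% of their length with one. The *A. thaliana* copies overlap less than 50% of 3 loci, of which 2 were higher, with the copy at AT3G27990 wholly inside its locus, and a copy on chromosome 3 from 10400031 to 10400574 overlaps none. At such loci most counted reads can come from the gene itself.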

The 5’ LTRs of all heat-responsive copies contained putative low affinity binding gap and step HREs (Fig. 3a; Additional file 5: Figure S6). In addition, we found putative 3P HREs in three *AtCOPIA37s* and two *AlCOPIA37s*. These HREs originated from a common nTTCn rich LTR region, but were not identical. Search in other species revealed the presence of *COPIA37* in *B. rapa* (n = 2), *C. rubella* (*n* = 2), and *E. salsugineum* (*n* = 2; Table 1), but here we found only low affinity binding gap and/or step HREs in the latter two species (Fig. 3a; Additional file 5: Figure S6). To test whether the predicted HREs correlate with heat-responsiveness, we exposed all species to 6 and 12 h HS and quantified the transcript amounts by RT-qPCR (Fig. 3b). We observed up to 25-fold activation for *A. lyrata COPIA37* and a weaker (fivefold) activation for *A. thaliana*, both carrying putative 3P HREs. The amount of *COPIA37* transcript reached its peak at 6 h and decreased in spite of continued HS. Other species, carrying only lower efficiency gap and or step HREs, did either not accumulate the transcript or only at a single experimental point. Hence, the most effective 3P HREs evolved independently in *A. lyrata* and *A. thaliana* and also *COPIA37* elements of other species carry diverse set of HREs.

**Fig. 3:**
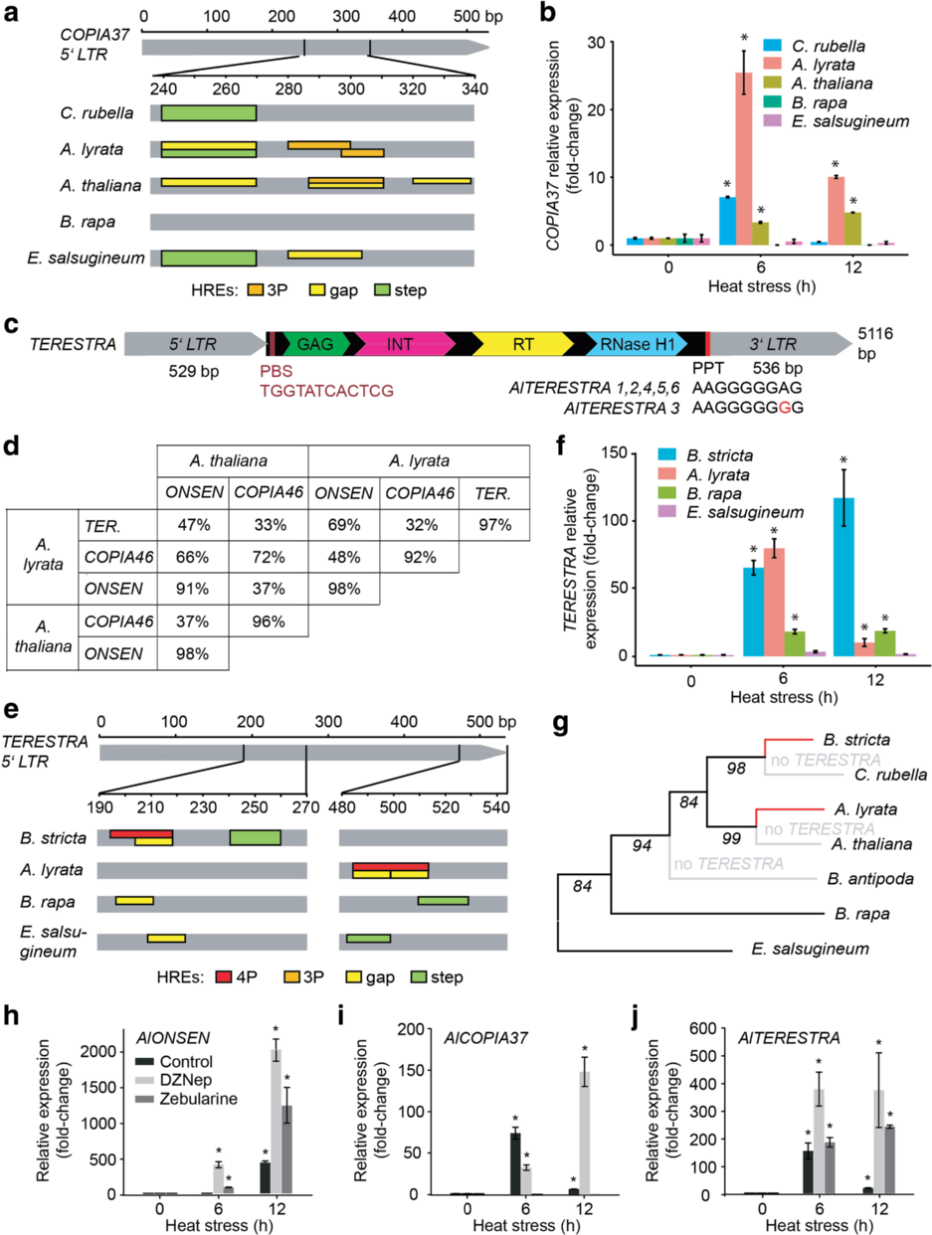
*COPIA37* and *TERESTRA* are novel heat-responsive *COPIA* families. **a** In silico reconstruction of putative HREs in the 5’ LTR of *COPIA37* in different species. HRE classification follows criteria proposed by [20]. *Colored boxes* spanning the entire height of the *gray field* indicate HREs found in ≥50 % of the heat-responsive copies in *A. thaliana* and *A. lyrata* or all copies in other species. The *lower boxes* represent less frequent (<50 %) HREs. Detailed information including sequences underlying individual HREs can be found in Additional file 5: Figure S5. **b** Transcript levels of *COPIA37* in *Brassicaceae* after 6 and 12 h 37 °C HS. The values were normalized to transcript levels of *UBC28. Error bars* indicate standard deviation between three biological replicates and * *P* <0.05 in Student’s t-test. **c** *Schematic representation* of *A. lyrata TERESTRA* (*TERESTRA*). LTRs are indicated in gray. Capsid protein (GAG), integrase (INT), RT, and RNAse H1 domains are shown within the *light-blue-labeled TERESTRA* protein-coding part. Primer binding sequence (PBS) and polypurine tract (PPT) are indicated by *red boxes*. **d** Sequence similarities within pair-wise LTR alignments between *A. lyrata* and *A. thaliana TERESTRA*, *ONSEN*, and *COPIA46* families. More than 70 % similarity was expected for members of the same family. *TERESTRA* is absent in *A. thaliana*. **e** In silico reconstruction of putative HREs in the 5’ LTR of *TERESTRA*. The criteria were as described for Fig. 3a. Detailed information including sequences underlying individual HREs can be found in Additional file 5: Figure S9. **f** Transcript levels of *TERESTRA* in response to 6 and 12 h 37 °C HS in different *Brassicaceae*. The experiment was performed as described in (**b**). **g** Reconstruction of *TERESTRA* HRE evolution. The phylogenetic tree was developed using a chalcone synthase gene of each individual species. The numbers at the base of the branches indicate bootstrap values. *Black lines* show species with low efficiency HREs and *red lines* highlight independently evolved high efficiency HREs in *A. lyrata* and *B. stricta. Gray lines* denote species where *TERESTRA* could not be found. TE transcript accumulation of (**h**) *ONSEN*, (**i**) *COPIA37*, and (**j**) *TERESTRA* after 0, 6, and 12 h 37 °C HS preceded by 48 h control (no inhibitor), 10 μM 3-deazaneplanocin A (DZNep), or 40 μM zebularine treatment. Transcript amounts were normalized to *UBC28* mRNA and signals from drug and heat-treated samples were recalculated as fold-changes relative to 0 h. *Error bars* indicate variation between two biological replicates and * *P* <0.05 in Student’s t-test

We also identified *TERESTRA* as a new retrotransposon heat-responsive family. The *A. lyrata* genome contains six *TERESTRA* copies sharing 97 % similarity (Fig. 3d). BLAST searches using *TERESTRA* sequences revealed only local similarities to *ONSEN* LTRs and *COPIA46* GAG and POL domains and no other significant hits. Therefore, we performed de novo *TERESTRA* analysis. Based on the order of GAG and POL, *TERESTRA* was unambiguously identified as *Ty1/COPIA* LTR-retrotransposon (Fig. 3c). Based on only 70 % similarity in an alignment of *TERESTRA* to *COPIA46* and *ONSEN* elements (Fig. 3d), we defined *TERESTRA* as a novel *COPIA* family. The consensus length of the complete *AlTERESTRA* element was 5116 bp and the 5’ and the 3’ LTR were 529 and 536 bp long, respectively (Fig. 3c; Additional file 5: Figure S7). Sequence analyses of *AlTERESTRAs* revealed that all copies are full length, contain a tRNA primer binding site and a polypurine tract, suggesting their autonomy (Fig. 3c). *TERESTRA* LTRs are relatively A-T-rich (69 %) and the consensus sequence contained only a small number of cytosines in symmetrical contexts (CG = 5, CHG = 0; H = A, T or C), which resembles LTR nucleotide composition of *ONSEN* [18]. *TERESTRA* was missing in the *A. thaliana* Col-0 genome. Therefore, we extended our search to 50 *A. thaliana* accessions by genotyping them with *TERESTRA*-specific primers (Additional file 5: Table S3). This screen also gave negative results and suggested the absence of *TERESTRA* in *A. thaliana*. However, we found *TERESTRA* TEs in *Arabidopsis cebennensis* (95 % identity; Additional file 5: Figure S8) and *Arabidopsis halleri* (91 % identity; Additional file 5: Figure S9) using the NCBI sequence database. Furthermore, there were *TERESTRAs* in *B. stricta* (*n* = 14), *B. rapa* (*n* = 2), and *E. salsugineum* (*n* = 6; Table 1), but not outside of the *Brassicaceae*.

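Of 6 listed TERESTRA copies, 3 overlap an *A. lyrata* gene locus. AL1G54920 (copy on chromosome 1, 25447360 to 25449935) went from 0.0718 ± 0.102 to 37.6 ± 0.451 CPM after HS, a log2 fold change of 8.66 and a read ratio of 447 (95% counting interval 123 to 3693). AL8G18060 (chromosome 8, 6161052 to 6163595) reached 20.0 ± 0.151 CPM, with a ratio of 236 (65.0 to 1951). AL4G26270 (chromosome 4, 15135433 to 15137933), with 0 and 8 control reads, reached 28.7 ± 0.412 CPM, a ratio of 85.5 (43.2 to 199). After recovery the 3 loci together had 1 read in both libraries. Their control reads all lay in control replicate 2, which also had reads on many genes silent in the other libraries.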

All six *AlTERESTRAs* were heat-responsive (Fig. 1h; Additional files 8). Screening of *AlTERESTRA* LTRs for possible HREs revealed a cluster of six nGAAn motifs, which can assemble either two partially overlapping gap HREs or a 4P HRE (Fig. 3e; Additional file 5: Figure S10). Based on the high *AlTERESTRA* transcriptional heat response (Fig. 3f), we favor the latter possibility. Another species with high *TERESTRA* transcriptional activation after 6 h and 12 h HS was *B. stricta* (Fig. 3f). By BLAST we found 14 *TERESTRA* copies in the *B. stricta* genome (Table 1). Eleven copies among them contain a complex cluster of up to five adjacent nGAAn motifs in their 5’ LTRs (Fig. 3d; Additional file 5: Figure S10). According to a conservative approach, three nGAAn motifs within this cluster can putatively form a low affinity gap HRE, but high *TERESTRA* activation in *B. stricta* suggests that all five motifs can establish 4P HREs as compatible with a more relaxed prediction (Fig. 3e, f). Importantly, all predicted *B. stricta* HREs are at positions different from those in *A. lyrata* HREs (Fig. 3e), highlighting their species-specific evolution (Fig. 3g). In *B. rapa*, one *TERESTRA* copy carries a putative gap HRE and another one a step HRE (Fig. 3e). Out of six *TERESTRAs* in *E. salsugineum*, three had putative step and one also an additional gap HRE. However, none of the HREs found in *B. rapa* and *E. salsugineum* was homologous to *Arabidopsis* or *Boechera* HREs and their predicted low HSF binding efficiency was congruent with the absence of heat-responsiveness in the RT-qPCR experiments (Fig. 3f).

Decreased *AlCOPIA37* and *AlTERESTRA* transcript amounts after 12 h versus 6 h HS (Fig. 3b, f) contrasted with continuous transcript accumulation for *AlONSEN* (Fig. 2b). We hypothesized that the failure to maintain high transcript level could be caused by the TGS. Due to a lack of *A. lyrata* TGS mutants, we used a pharmacological approach to interfere with TE silencing [26]. We treated 14-day-old *A. lyrata* plants with 10 μM 3-deazaneplanocin A (DZNep) and 40 μM zebularine, including control plants without treatment. DZNep is an S-adenosylhomocysteine synthesis inhibitor, which blocks the production of SAM, the methyl group donor required for DNA and histone methylation. Zebularine is a cytidine analog leading to DNA de-methylation and loss of silencing from specific transposons [27–29]. After two days of drug treatment, plants were heat-stressed for 0, 6, and 12 h and the amount of transcript analyzed by RT-qPCR (Fig. 3h–j). Control DZNep and zebularine treatment increased *COPIA37* and *ONSEN* transcript tenfold and fivefold, respectively (Additional file 5: Figure S11), suggesting that both TEs can be weakly activated by TGS interference also without HS treatment. *TERESTRA* was not activated by the drug treatment. A combination of HS with drug treatments had strong additive effects in all cases, except for zebularine and HS-treated *COPIA37* (Fig. 3h–j). Both *ONSEN* and *TERESTRA* transcripts accumulated at much higher levels that were not decreasing at 12 h HS (Fig. 3h, i). The effect was generally stronger for DZNep and weaker for zebularine. This suggests that the heat-induced TE transcript accumulation is rapidly suppressed by epigenetic means, in particular for TEs carrying lower affinity binding HREs.

### *AtROMANIAT5* contributes to transcriptional regulation of *APUM9* under HS

There are four heat-responsive *ROMANIAT5* TEs in *A. thaliana* but none in *A. lyrata* (Fig. 1h, i; Additional files 8 and 9). 

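ROMANIAT5 loci were almost silent in control *A. thaliana* plants. AT1G41835, at a copy on chromosome 1 from 15610627 to 15615403, had no control read and 9 and 66 reads after HS, at least 32.1-fold higher. AT3G30844, at a copy on chromosome 3 from 12603266 to 12606828, went from 0 and 1 to 25 and 81 reads, a ratio of 136 (95% counting interval 23.9 to 5425). AT1G35050, at the copy from 12813938 to 12816114 on chromosome 1, had 3 and 15 reads after HS and none in the control, at least 7.70-fold higher, but was below the filter for testing. With AT1G35735, at the copy from 13230993 to 13235689 on chromosome 1, 3 of the 4 loci could be tested in edgeR and 3 were higher.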

All *AtROMANIAT5* elements lack an integrase domain, suggesting that these elements are incomplete and non-autonomous (Table 1). A previous study revealed that one of the heat-responsive copies *AtROMANIAT5-2* (At1g35735) is under complex epigenetic control by Morpheus molecule 1 (*MOM1*) and RdDM pathways, and loss of this control causes upregulation of the *Arabidopsis PUMILIO9* (*APUM9*; At1g35730) gene located directly downstream of the TE [30]. To better understand the potential role of *ROMANIAT5* in regulating *APUM9* during HS, we reconstructed their loci in *A. thaliana* and *A. lyrata* (Fig. 4a, b) and also retrieved the number of reads mapping to both loci under different experimental conditions (Fig. 4c, d). 

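APUM9 (AT1G35730), a gene of the Pumilio family of RNA-binding proteins, was close to silent in control *A. thaliana* plants and rose after HS. It lies on chromosome 1 of TAIR10 from 13227324 to 13229796. Its level was 0.107 ± 0.105 CPM in the control and 14.9 ± 0.928 CPM after HS, a log2 fold change of 7.35 (standard error 0.40, adjusted p = 2.73e-06 from edgeR's quasi-likelihood test), and 0.303 ± 0.0114 CPM after recovery (log2 fold change 1.76, adjusted p = 0.215). The ratio of HS to control reads was 182 (95% counting interval 70.8 to 671), and that of recovery to control reads was 3.62 (0.969 to 16.4). Over the 6 fits with a library left out, its log2 fold change after HS lay between 6.37 and 8.61. The *A. lyrata* orthologue AL1G49270 lies on scaffold 1 from 17565475 to 17568329. It had 0 and 2 reads in the control, 0 and 2 after HS and 0 and 1 after recovery, too few to be tested. The ratio of its HS to control reads was 0.772 (95% counting interval 0.0559 to 10.6), and an increase of the *A. thaliana* size lies outside this interval. Both control reads lay in control replicate 2, which also had reads on many genes silent in the other libraries. The interval may thus not bound the fold. The level after HS was 0 and 0.0867 CPM.

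**Figure D2:**
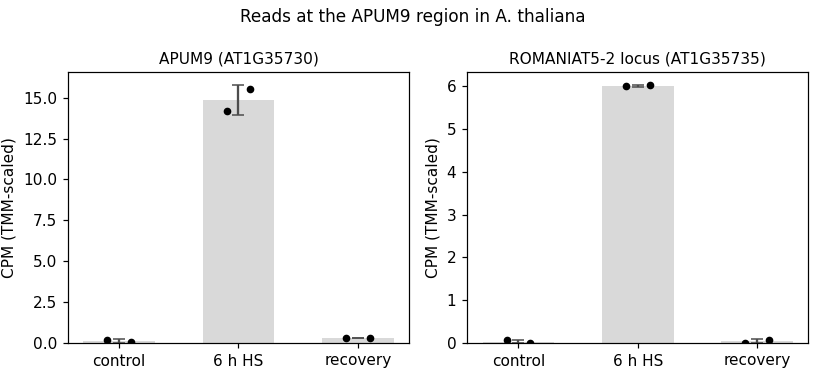
CPM, scaled by TMM, of APUM9 and of AT1G35735, the locus at ROMANIAT5-2, in *A. thaliana* control, HS and recovery libraries. Bars are means, error bars SD and points the 2 libraries of each condition. APUM9 stands at 14.9 CPM after HS and at 0.107 CPM in the control.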

Interestingly, we observed significant (t-test, *P* <0.05) upregulation of *APUM9* upon HS in *A. thaliana* but not in *A. lyrata* (Fig. 4c, d), where the nearby *ROMANIAT5* is missing. This suggested that *ROMANIAT5-2* controls *APUM9* transcription under HS. 

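Genes near upregulated TEs were more often higher after HS than other *A. thaliana* genes. Of 58 tested genes within 2 kb of a TE listed as upregulated, with no overlap, 33 (56.9%) were higher, against 6359 of 18296 others (34.8%), an odds ratio of 2.48 (95% interval 1.43 to 4.35, two-sided Fisher's exact test, p = 0.000758). AT1G21940, 24 bp from an ATCopia78 copy, rose from 0.0603 to 76.9 CPM. SQN, 362 bp from an ATMU1 copy, rose from 8.97 to 213 CPM (log2 fold change 4.58), and P5CR, a gene of proline synthesis 661 bp from an ATGP9B copy, from 50.3 to 341 CPM (2.76). The odds ratio was 2.74 within 1 kb and 1.72 within 5 kb. For Copia elements alone it was 1.87 (exact p = 0.147), and with at least 10 reads in every library 1.34 (exact p = 0.411). For lower genes near downregulated TEs the odds ratio was 1.72 (95% interval 0.969 to 3.09, exact p = 0.0492). Genes that share a neighbourhood are not independent. The TEs were called upregulated from these same libraries, which hold no strand, so the calls of TEs and of nearby genes are not independent either. APUM9 itself is among the 58 genes, so the test does not stand apart from the proposal it extends. The paper proposes from the response of APUM9 in *A. thaliana*, and its lack in *A. lyrata* where ROMANIAT5 is missing, that ROMANIAT5-2 controls APUM9 under HS.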

To validate this observation, we used a reporter line (called Silex) which contains the *APUM9* upstream region and the *ROMANIAT5-2* 3’ LTR upstream of a GFP reporter (Fig. 4a) [31]. The Silex reporter construct is silenced during entire *A. thaliana* development, except for developed siliques, but the reporter activity can be restored in the background of *MOM1* RdDM double mutants and histone deacetylase 6 mutants [31]. We grew Silex reporter plants under controlled conditions with and without HS. GFP transcripts were missing in the control plants but present after 12 and 24 h at 37 °C (Fig. 4e). GFP accumulated in the apical meristem after 24 h of HS recovery and remained detectable for at least five days (Fig. 4f, g), although GFP transcript was not present anymore (Fig. 4e). Heat-responsiveness of Silex transgene in the absence of *ROMANIAT5-2* 5’ LTR suggested that the locus may be at least partially controlled by a bi-directional heat-responsive promoter activity of the 3’ LTR. Indeed, we found putative 3P/gap HREs within the 3’ LTRs (and also the 5’ LTRs) of all heat-responsive *AtROMANIAT5* TEs. However, transcription from the 3’ LTR could result in *ROMANIAT5-2* antisense transcript. To test this, we isolated *A. thaliana* RNA after HS and performed complementary DNA (cDNA) synthesis using strand-specific RT primers (Fig. 4a). Control cDNA from RT with oligo-d(T) primers gave signals for both genetic elements (Fig. 4h). Strand-specific RT-qPCR revealed HS-induced sense transcript, but no antisense transcript, for *APUM9*. In contrast, both types of primers resulted in amplification of *ROMANIAT5-2* transcripts, suggesting that it is transcribed in both directions under HS. The distribution of RNA-seq reads did not indicate large amounts of a read through transcription from *ROMANIAT5-2* to *APUM9* (Additional file 5: Figure S12). 

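The ROMANIAT5-2 locus and APUM9 were transcribed at different levels after HS. AT1G35735, which spans 13231091 to 13235530 within ROMANIAT5-2 on chromosome 1, had 41 and 183 reads after HS and 1 and 0 in the control, or 6.01 ± 0.0178 and 0.0302 ± 0.0427 CPM (log2 fold change 7.75, standard error 0.64, adjusted p = 2.00e-05 from edgeR). The ratio of HS to control reads was 288 (95% counting interval 51.1 to 1.14e+04). APUM9, shorter by span at 2473 bp against 4440 bp, had 97 and 471 reads after HS, more than the ROMANIAT5-2 locus in both libraries. The element ends 1196 bp from APUM9. Counts per gene hold no reads between the loci and no strand, so reading through from one to the other was not measured here.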

Altogether, this confirms the 3’ LTR as bi-directional HS-responsive promoter.

**Fig. 4:**
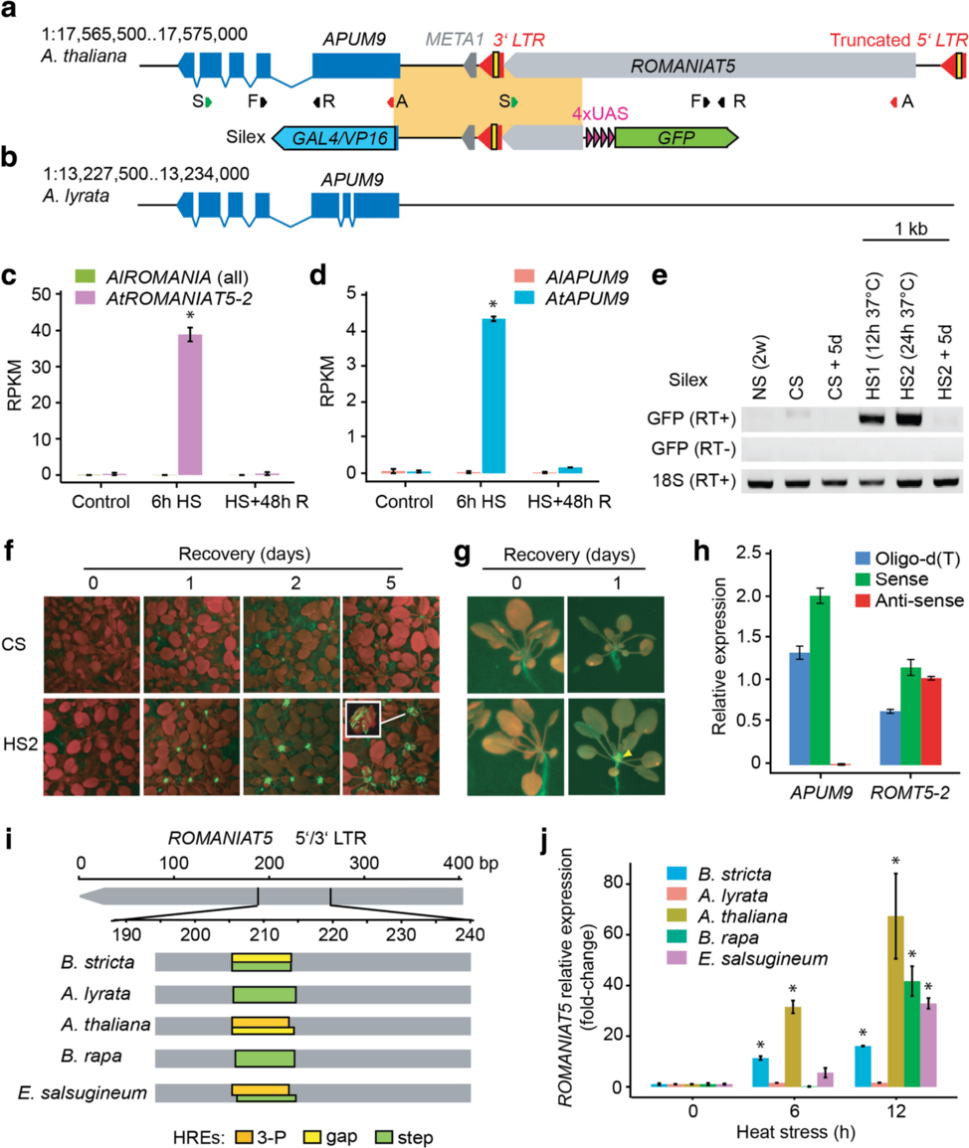
*ROMANIAT5-2* controls heat-responsiveness of *APUM9* in *A. thaliana*. **a** *Schematic representation* of the *ROMANIAT5-2 – APUM9* region in *A. thaliana*. The *yellow block* within the 3’ LTR represents a 3P/Gap heat responsive element (HRE). *S* position of primers for RT of the sense transcripts, *A* position of primers for RT of the anti-sense transcripts, *F* and *R* forward and reverse quantitative PCR primers. *META1* is a transposon fragment flanking *ROMANIAT5-2* 3’ LTR. Silex: the *orange block* corresponds to the genomic fragment cloned upstream of the 4× “upstream activating sequence” (UAS, *violet*) and green fluorescent protein (*GFP*; *green*). **b** *Schematic representation* of the *A. lyrata APUM9* locus. Reads per kilobase per million reads (RPKM) for (**c**) *ROMANIAT5* and (**d**) *APUM9* under control, 6 h at 37 **°**C HS and HS with 48 h recovery at control conditions (HS + R). * *P* <0.05 in t-test. **e** RT-PCR analysis of Silex reporter construct response to HS. *NS* non-stressed control plants, *CS* and *HS* control- or heat-stressed plants, respectively, *+0* and *+5d* days of recovery at non-stress conditions, *RT+* and *RT–* samples with and without RT, respectively. 18S rRNA transcript serves as positive control. **f** GFP signal in control and 24 h heat-stressed (HS2) Silex, detected after 0, 1, 2, or 5 days of recovery. *Red* – chlorophyll, *green* – GFP. **g** *Close-up view* of plants treated as described in (**f**). **h** Strand-specific RT-qPCR of *APUM9* and *ROMANIAT5-2* in *A. thaliana* after 6 h HS. **i** Putative HREs in *ROMANIAT5* LTRs in *Brassicaceae*. **j** RT-qPCR for *ROMANIAT5* in *Brassicaceae* after 6 and 12 h at 37 °C HS. The values were normalized to *UBC28. Error bars* indicate standard deviation between three biological replicates and * *P* <0.05 in Student’s t-test

We found *ROMANIAT5* elements in genomes of all species except for *B. antipoda* (Table 1). Putative HREs were present in at least some copies of *ROMANIAT5* in all species except for *C. rubella* that contained only solo LTRs. There were step and gap HREs in *A. lyrata*, *B. rapa*, and *B. stricta*, 3P/gap HREs in *E. salsugineum*, and 3P HREs in *A. thaliana* (Fig. 4i; Additional file 5: Figure S13). The predicted HSF binding affinity of individual HREs correlated well with the amount of *ROMANIAT5* transcripts found after 6 and 12 h of HS (Fig. 4j). The only exception was *B. rapa*, which showed 42-fold upregulation after 12 h HS but the analyzed copies carried at most only low affinity step HRE. This could be due to the presence of heat-responsive *ROMANIAT5* copies in the part of the *B. rapa* genome that is not yet assembled.

## Discussion

Transpositions and insertions of TEs may lead to loss of gene functionality [32, 33]. Therefore, TEs activity and mobility are tightly controlled by epigenetic means throughout the entire plant development [5, 6]. On the other hand, new insertions contribute to genome evolution and regulation of gene transcription [2]. Therefore, it was already suggested in the early days of transposon research that, under conditions when diversity of regulatory patterns in a population may provide a better basis for selection, limited transposon activation could be beneficial [34]. However, how occasional TE expression is provoked and how control is regained later is still a matter of debate. There is a rapidly increasing number of reports showing transient TE activation under various stress conditions reviewed in [1]. Therefore, it was hypothesized that stresses may open a window for transpositions. Here, we introduced the *ONSEN* (*COPIA78*) family as a model for understanding TE control and behavior under HS. *ONSEN* shows massive transcriptional upregulation upon HS in *A. thaliana* and new insertions in progenies of heat-stressed Pol IV mutant [7, 8, 17]. The molecular basis of *ONSEN* heat-responsiveness was puzzling until recently, when a typical HSFA2 TF binding HRE was identified in its *cis*-regulatory region [18]. Presence of canonical TF binding motifs in TE promoters was described for *D. melanogaster* and *M. truncatula* [15, 35]. However, the frequency of such activation strategy among TEs was unknown.

We analyzed LTRs of *A. thaliana* and *A. lyrata* heat-responsive *COPIA* TEs *ONSEN*, *COPIA37*, *TERESTRA*, and *ROMANIAT5* for putative HREs. A minimum of three adjacent (<5 bp) nGAAn motifs can form a basal HRE, whose activity will depend on their distance and the total number [20]. Heat-responsive *COPIAs* featured the whole spectrum of HREs ranging from the 4P types in *ONSEN* and *TERESTRA*, through 3P types in *COPIA37* and *ROMANIAT5* to a dozen of variable gap and step HREs in all these families. By comparing predicted HREs with transcriptional data, we conclude that gap and step HREs are mostly not sufficient to trigger HS-induced TE upregulation. This is congruent with their proposed low HSF binding efficiency [36]. Predicted 3P HREs correlated with up to a hundred-fold (*COPIA37*, *ROMANIAT5*) and 4P HREs with up to a thousand-fold (*ONSEN*, *TERESTRA*) transcript accumulation upon HS. This suggests a strong correlation between putative HREs and the transcriptional response of the TEs.

Previously it was shown that the TGS machinery antagonizes the TE activation [7, 17]. We found that the speed of re-silencing during or after HS depends on the HRE type. While *ONSEN*, with the strong 4P HRE, accumulated transcript during entire HS exposure, TEs carrying lower affinity HREs typically showed a maximum transcript amount at 6 h HS and lower levels at 12 h HS. This silencing can be reduced by treatment with DNA methylation inhibitors. Hence, stressed plants take active measures to prevent TE transpositions already during ongoing HS treatment. However, HS-induced TE activation must not always aim at transposition, but can be part of the plant regulome [2]. In *A. thaliana*, we found that heat-responsive *AtROMANIAT5-2* controlled transcription of the *APUM9* gene located downstream of the element. As we did not observe any evidence for high amount of a read-through transcript from *ROMANIAT5-2* towards *APUM9*, we hypothesize that this transcriptional activation may be mediated rather by a specific three-dimensional chromatin organization at this locus. *APUM9* gene was previously shown to be under control by *HDA6* and synergistically by *MOM1* and RdDM pathways, but not *DDM1* and *MET1* [30, 31]. Therefore, *AtROMANIAT5-2* may represent a domesticated transposon with fine-tuned HS-regulated activation, contributing to transcriptional control of *APUM9*.

To challenge the hypothesis that HREs could be beneficial for TE amplification (but not necessarily for the host genome stability), we reconstructed evolutionary trajectories for HREs of *ONSEN*, *COPIA37*, *TERESTRA*, and *ROMANIAT5* in the *Brassicaceae. ONSEN* was not heat-responsive in the early separated lineages represented by *B. rapa* and *E. salsugineum*, because its LTRs contained only one half of the 4P HRE (proto-HRE), which does not constitute a functional HRE. The proto-HRE became duplicated approximately 6–9 millions of years ago [25] and directly formed the present days 4P HRE found in the genus *Arabidopsis* and in the Australian species *B. antipoda*. Hence, *ONSEN* 4P HRE represents an evolutionary conserved *cis*-regulatory element. However, it should be noted that there are several other similarly or even more conserved regions within the *ONSEN* LTR. Whether they represent other TF binding sites and/or enhancers remains currently unknown. Furthermore, the *ONSEN* example shows that even high affinity HREs do not allow a TE to overrule the host genome defense, because their heat-responsiveness was lost in *B. stricta*, and the whole family became vanished from the *C. rubella* genome. In *TERESTRA*, high affinity 4P HREs evolved independently at two different LTR regions in the closely related species *A. lyrata* and *B. stricta*, while 3P HREs of *COPIA37* emerged multiple times from a common nTTCn-rich LTR region. In contrast to *ONSEN*, HREs of these families are evolutionary young and species-specific. Whether they will be evolutionary successful, is an open question, but we speculate this to be the case for *A. lyrata TERESTRA*, where all genomic copies are full length, carry strong HRE, and respond to heat.

At present it is unknown whether higher temperatures in southern latitudes lead to greater amplification of heat-responsive TEs in subtropical relative to temperate zones. Although this is possible, there are also several factors that may act against such correlation. First, southern populations may reduce effects of HS by adaptation and growth at favorable microclimatic and/or temporal conditions [37]. Second, the genomes are subject to purification mechanisms and the higher transposition rate may be opposed by a greater frequency of TE removal [10]. Indeed, HS was shown to increase frequency of DNA sequence removal by a single strand annealing type of homologous recombination in transgenic constructs structurally resembling a LTR retrotransposon [38, 39]. Therefore, the final number of stress responsive TEs per genome may be the result of multiple effects acting in a complex network.

## Conclusions

TEs evolve *cis*-regulatory elements, such as HREs, rapidly and independently in many groups. This may represent a strategy to produce new copies, constantly challenging the host defense system by searching for potential weak points. Successful regulatory elements may become evolutionary conserved and spread by new TE insertions in a self-reinforcing loop. However, these copies will be silenced and frequently removed from the genome. Hence, stress-mediated TE activation is likely not an unequivocal and straightforward winning principle, but rather a necessary strategy to survive under the pressure of the host defense systems. It is also likely that the host genome can benefit to some extent, and in specific cases, from *cis*-regulatory elements spread by TEs.

## Methods

### Plant materials and growth conditions

We used: *Arabidopis thaliana* Col-0 and Silex [31], *Arabidopsis lyrata* subsp. *lyrata* MN47, *Ballantinia antipoda*, *Boechera stricta* ES9, *Brassica rapa* FPSc, *Capsella rubella*, and *Eutrema salsugineum*. Before standard HS experiments, *A. thaliana* and *A. lyrata* seeds were placed on wet soil, stratified for one week at 4 °C, and then grown in a growth chamber (Percival) at 21 °C during the day and 16 °C during the night (16 h light/8 h dark) until plants reached approximately the five-leaves stage. Subsequently, a part of the plants was transferred to 37 °C for 6 h. RNA samples for sequencing were collected from some of the stressed plants and the controls directly after stress. The remaining stressed plants were allowed to recover at control conditions and collected after 48 h. Later, HS and drug-treatment experiments were performed with in vitro grown plants. First, the seeds were surface-sterilized with 8 % sodium hypochlorite for 6 to 12 min, washed with copious amounts of sterile water, dried under sterile conditions, and spread on sterile ½ Murashige-Skoog medium. After one week of stratification at 4 °C, the Petri dishes with seeds were transferred to growth chamber with a long day regime (16 h light/8 h dark) and constant temperature of 21 °C. Plates with rosettes at the pre-bolting stage were then placed in another chamber with 37 °C for 6 h. For combined drug and heat treatments, *A. lyrata* plants were grown as described above, then transferred to plates with no inhibitor, 10 μM DZNep, or 40 μM zebularine (both Sigma-Aldrich) for 48 h and then exposed to 0, 6, or 12 h at 37 °C HS. Aerial plant tissues were harvested immediately after the stress, flash frozen in liquid nitrogen, and stored at –80 °C.

Seeds of the Silex reporter line were sown directly on potting soil and stratified at 4 °C for 48 h. The pots were then placed in a Percival CU-22 L chamber at 21 °C with 12 h light (140 mmol m^−2^s^−1^) and 12 h dark. When the plants turned 14 days old, the pots were placed at 6 °C under the same light conditions for 24 h. At this time, control plants were moved back to the 21 °C chamber while HS plants underwent 24 h HS at 37 °C with light conditions as before. Immediately after the HS treatment, all pots were placed again at 21 °C. Fluorescence pictures of control and HS plants were taken at 0 and after 1, 2, and 5 days of recovery. Fluorescence imaging was performed using an Aequoria dark box with a mounted ORCAII CCD camera (Hamamatsu, Japan).

### Nucleic acids extraction, cDNA synthesis, and RT-qPCR

Genomic DNA was isolated using the Phytopure gDNA Kit (GE Healthcare). Total RNA was isolated with the RNeasy Plant Mini Kit (Qiagen) with an on column DNaseI (Roche) digestion or by the standard Trizol method with additional DNaseI (Thermo Scientific) digestion. cDNA was synthesized from 1 μg total RNA per sample using the Revert Aid H-Minus First Strand cDNA synthesis kit with the oligo-d(T) primer (all Thermo Scientific). For strand-specific RT, total RNA of 6 h HS *A. thaliana* plants was divided into five aliquots which were converted into cDNA using (1) oligo-d(T) primer, *APUM9* (2) sense and (3) antisense transcript primer, and *ROMANIAT5-2* (4) sense and (5) antisense transcript primers. RT-qPCR analysis was performed on three biological replicates with at least two technical replicates in a CFX384 instrument (BIO-RAD) using the SensiMix Plus SyBr Kit (PEQLAB). Expression values were calculated relative to control-treated samples using the standard curve method [40] and normalized using the glyceraldehyde-3-phosphate-dehydrogenase C2 (*GAPC-2*) or the *UBC28* gene with a stable expression under mock, HS, and recovery conditions. Primers used in this study are listed in Additional file 5: Table S4.

### RNA sequencing

One μg total RNA per sample with RIN >8.0 (Agilent Bioanalyzer 2100) was used to construct strand non-specific sequencing libraries with the Illumina TruSeq RNA Library Kit v2 according to the manufacturer’s instructions. Library quality was tested on a Bioanalyzer and high-quality libraries were subsequently sequenced in the 100 bp single-end read mode using a HiSeq 2500 sequencer (Illumina). Adaptor sequences and low quality bases were trimmed and low quality reads were filtered out with the FAST-X toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) using custom-made scripts. Subsequently, reads were mapped to the corresponding reference genome (TAIR 10 genome assembly or *A. lyrata* genome assembly v1.0) using tophat2 [41] with default settings. On average, >15 million sequencing reads per library passed trimming and quality filtering. The numbers of reads mapping to specific genomic positions were retrieved using Qualimap and the latest *A. thaliana* genome annotation TAIR10 and *A. lyrata* genome annotation v2 [42] for genes and custom-made repeat annotations for TEs. The TE data were further processed with COMEX (see below) and data for genes were analyzed directly using the DESeq package in R software [43, 44].

### COMparative EXpression of transposable elements (COMEX)

Accurate quantification of TEs expression using short read sequences is hampered by high similarity of potentially many genomic copies. We developed a simple protocol called COMEX (https://github.com/bpietzenuk/COMEX) that partially overcomes this problem and allows analysis of TE transcription from RNA-seq data. Out of >10 million reads per average sequencing library, 0.12 % and 0.73 % high-quality mappable reads corresponded to TEs within our custom made *A. thaliana* and *A. lyrata*, respectively, TE annotations. This suggests that TE expression analysis using RNA-seq can be made more sensitive by high sequencing depth. The reads were processed via a shell-script that merges the pipeline as follows. First, the binary mapping.bam file is converted into a readable .sam file. Subsequently, ends are printed (ToPrint_end1.py) to the .sam file and mapping errors are removed (Selectnonrepeated1.py). In the following step (Selectmultiplymapped1.py), the output files for the uniquely mapping and the multiply mapping reads are created. The high-quality uniquely mapping (UM) TE reads were directly accepted for expression analysis. High-quality multiply mapping TE reads were analyzed to identify those providing usable information. We classified multi-mapping reads into two categories: (1) informative reads mapping to multiple members of the same TE family (Specifically Multiply Mapped – SMM); and (2) non-informative reads mapping across TE families (Non-specifically Multiply-Mapped – NMM) using the TE annotation gff-file. Reads of the second category were discarded (new_cases1.py). Afterwards, UM and SMM are merged into a single .sam-file and converted into a binary .bam-file. Subsequently, the output file of the COMEX2.0-pipeline (filename.output.final.bam) containing the number of SMM and UM reads from the same TE family was retrieved using a strand non-specific protocol in Qualimap. To avoid a bias by repeated counting of SMM reads, we used the proportional read count method that divides the power of a read by the number of mapped positions. This provided the number of reads per individual TE families and TEs, which were subjected to statistical analysis using the DESeq package in R software [43]. To avoid considering potentially large number TEs with minimal transcriptional changes, which would be later difficult to validate experimentally, we considered only those which had at least 0.55 RPKM in one of the experimental time points.

### In silico sequence analysis

Sequences of interest were extracted from corresponding TE annotation files using bedtools [45]. LTR reconstruction was carried out in LTR-Finder [46] or manually by pairwise and multiple alignments of the 3'end to the 5'ends of TE annotated regions using MUSCLE or multalin with the DNA 5–0 comparison table option. Structural analysis and annotation of *TERESTRA* was performed using LTR Finder and blastx using NCBI non-redundant protein sequences database. LTR_Finder was used in both analyses with the threshold option set to 2.0 using the tRNA database of *A. thaliana* to predict PBS. The LTR length range was set from 100–3500 and the minimum LTR distance was set to 1000. Other parameters were left at default settings. Search for *ONSEN* sequences within genomes of various *Brassicaceae* was done using BLASTN within Phytozome 10 [47, 48]. Hits with a sequence identity of >70 % were extracted and manually investigated. Positive hits with a query coverage <70 % were analyzed manually for sequence similarity with Multialign using the DNA 5–0 comparison table option. The input ONSEN RT and LTR sequences are provided in Additional files 10 and 11, respectively.

### Phylogenetic analysis

To analyze the evolutionary distance of the *Ty1/COPIA* LTR-retroelements, multiple sequence alignments of the RT domains were performed using the genomic nucleotide sequences in MUSCLE [49]. RT protein sequences used for construction of the network and the tree (Fig. 1j and Additional file 5: Figure S2, respectively) are provided in Additional file 12. The evolutionary history was inferred using the Neighbor-Joining method (Kimura-2-Parameter method) with 1000 bootstrap replicates. Positions containing missing data and gaps were removed (pairwise deletion option) leading to a total of 862 position in the final dataset. The tree was visualized as an unrooted tree. Phylogenetic network of genomic RT domain sequences from *Ty1/COPIA* LTR-retroelements was constructed using Neighbor-Net [50] within the splitstree 4.0 package [51, 52]. The phylogenetic distances were calculated by LogDet-pairwise genetic distances using LDDIST [53] with imputed missing matrix entries. Multiple sequence alignments of *CHS* genomic sequences were performed using MUSCLE [49]. The *CHS* phylogeny was inferred using the Maximum Likelihood tree based on the Kimura-2-parameter model with 1000 bootstrap replicates. *CHS* sequences were retrieved from [25]. All positions containing gaps and missing data were eliminated. There were a total of 1267 positions in the final dataset. All phylogenetic trees were constructed within MEGA 7 [54]. Phylogenetic shadowing and analysis of motif conservation was performed with mVISTA [55, 56] using LTR consensus sequences of different species prepared in BioEdit [57], allowing fasta ambiguity codes for low conserved positions. Sequences were aligned using AVID [58]. The cutoff was defined as ≥70 % conservation over a 20 bp sliding window with the minimal consensus of 7 bp relative to *A. lyrata* 5’ LTR sequence.

### Accession numbers

Short sequence reads were deposited in the NCBI GEO archive under accession number GSE69077.

## Additional files

Additional file 1: Table listing transcriptional changes of genes after 6 h HS and recovery in *A. lyrata*.
Additional file 2: Table listing transcriptional changes of genes after 6 h HS and recovery in *A. thaliana*.
Additional file 3: List of *A. lyrata* TEs in general feature format. (GFF 4554 kb)
Additional file 4: List of *A. thaliana* TEs in general feature format. (GFF 1310 kb)
Additional file 5: Figure S1. Number of TE families in *A. thaliana* (*n* = 364) and *A. lyrata* (n = 376) as identified by RepeatMasker*.* **Figure S2.** Unrooted phylogenetic tree of heat-responsive and -non-responsive *COPIA* TEs. **Table S1.** List of *ONSEN* elements in *A. thaliana* Col-0 genome. **Figure S3.** HREs found in 5’ LTRs of *ONSEN* elements. **Table S2.** List of *COPIA78*/*ONSEN* elements in *A. lyrata* MN47 genome. **Figure S4.** Percentage identity matrix of the RT nucleotide sequences of *ONSEN* elements from different species. **Figure S5.** Percentage identity matrix of LTR nucleotide sequences of *ONSEN* elements from different species. **Figure S6.** HREs found in the 5’ LTRs of *COPIA37* elements. **Figure S7.** Consensus DNA sequence of *A. lyrata TERESTRAs*. **Table S3.** List of *A. thaliana* accessions negatively tested for presence of *TERESTRA* elements. **Figure S8.** The fragment of *TERESTRA* from *A. cebennensis* clone 44. **Figure S9.** *A. halleri TERESTRA* reconstructed based on NCBI BLASTs using *A. lyrata TERESTRA* consensus sequence. **Figure S10.** HREs found in 5’ LTRs of *TERESTRA* elements. **Figure S11.** Transcriptional response of *ONSEN*, *COPIA37*, and *TERESTRA* to DNA methylation inhibitor treatments in *A. lyrata*. **Figure S12.** Density of RNA-seq reads mapping over *APUM9 – ROMANIAT5-2* region. **Figure S13.** Putative HREs in 5’/3’ LTRs of *ROMANIAT5* elements.
Additional file 6: Table listing transcriptional changes of all TEs after 6 h HS and recovery in *A. lyrata*.
Additional file 7: Table with transcriptional changes of all TEs after 6 h HS and recovery in *A. thaliana*.
Additional file 8: Table showing significantly upregulated and downregulated TEs after 6 h HS and recovery in *A. lyrata*.
Additional file 9: Table listing significantly upregulated and downregulated TEs after 6 h HS and recovery in *A. thaliana*.
Additional file 10: Contains RT sequences of *ONSENs* from different species and was used to generate Additional file 5: Figure S4. (FASTA 15 kb)
Additional file 11: Includes LTR sequences of *ONSENs* from different species and was used to generate Additional file 5: Figure S5. (FASTA 14 kb)
Additional file 12: Contains RT amino acid sequences of *COPIA* TEs used for to generate Fig. 1j and Additional file 5: Figure S2. (FASTA 73 kb)

How the deposited data were processed for this re-analysis (not part of the article)

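Transcripts of *A. thaliana* Col-0 and *A. lyrata* MN47 were measured in control plants, after 6 h at 37 °C and after 48 h of recovery at 21 °C, with 2 libraries per condition and species, 12 in all. The authors made strand non-specific libraries, trimmed and filtered the single-end reads with the FASTX toolkit, mapped them with tophat2 at default settings to TAIR10 or to *A. lyrata* assembly v1.0, and counted reads per gene with Qualimap, and the deposited count of each gene in each library is a raw read count that was used as it stands. The text of the paper does not name how reads that map to several places entered the counts of genes. The deposited tables also hold columns headed RPKM for every library. Tested on the values, these columns hold RPKM with a length term only for control replicate 1 of each species. In the other libraries the deposited values are RPM (a count scaled by 1 constant per library), with no length term, so neither kind of column was used.

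Totals per library ran from 8246880 to 45254555 reads, and the highest was 4.70 times the lowest in *A. thaliana* and 3.16 times in *A. lyrata*. Of the 32678 *A. thaliana* loci in the table, 31912 (97.7%) were matched to the reference annotation. On each of the 5 chromosomes, at least 99.6% of the matched genes lay within 2000 bp of their reference position, which differs in gene ends. Orthologues came from the deposited *A. lyrata* annotation, which links 22143 of 32793 loci to an *A. thaliana* gene. A comparison of *A. thaliana* TE genes by annotated class was not run in the form first set, since the reference holds these loci only as pseudogenes, with 159 of 3910 tested.

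Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the 6 libraries of a species were fitted together by the quasi-likelihood method, which left 3 residual degrees of freedom. The common biological coefficient of variation was 0.139 in *A. thaliana* and 0.0748 in *A. lyrata*. HS and recovery were each compared with control, and p-values from edgeR were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The same controls, collected directly after the stress, served both comparisons, so recovery is confounded with 48 h of growth. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Differences between species were tested on one-to-one pairs as the difference of the log2 fold changes, in one edgeR fit of 17743 pairs. Replicate numbers did not pair the libraries, since the correlation between the replicate differences of different conditions lay between -0.05 and 0.11.

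A total of 14 lists with 172 members were written in advance: heat shock factors, small heat shock proteins, chaperones of the HSP70, HSP90 and HSP100 families, other heat response markers, endoplasmic reticulum folding, light-harvesting antenna, Rubisco, transcriptional and post-transcriptional gene silencing, the circadian clock, defence and senescence, floral and meristem markers, root markers, and the genes the paper names. Lists with at least 3 tested members were compared with all other genes by camera (limma 3.58.1) with a preset correlation of 0.01, and again with an estimated one. No root marker was tested in either species. After recovery, no Rubisco or post-transcriptional silencing gene of *A. lyrata* passed the edgeR test (0 at an unadjusted p under 0.05 and 0 by DESeq2). Of the 10 *A. thaliana* genes that the paper names, 1 was higher after recovery (3 at an unadjusted p under 0.05).

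The genes named in the text were chosen by a rule. It takes every gene the paper names and the loci at heat-responsive TEs. It adds up to 3 increases and 3 decreases of each list that passed the test with libraries that do not overlap, or the 2 smallest p-values where none passed. It also adds the 8 largest increases and 5 largest decreases of each comparison among genes with a mean of at least 10 CPM, with at most 2 *A. lyrata* gene IDs without a symbol per direction. The values of the TEs in Additional files 8 and 9 were known when the loci at TEs were compared. They come from the same libraries as the gene counts. Loci were joined to these TEs by an overlap of at least 1 bp, and a locus counts as mostly within a TE from 50% of its length. Genes near TEs were compared with other genes by Fisher's exact test (GenomicRanges 1.54.1 for distances, within 2 kb). Runs of GAA or TTC cores were sought in the published LTR sequences with gaps of 2 to 3 bp and at least 3 cores, a spacing set after the sequences had been seen.

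Where a group had no read, a fold is given as a lower bound against 3 reads over the group, and where it had 1 to 3 reads as a ratio of reads with a 95% counting interval. The fit was tested on simulated data with known changes. Of 2-fold increases it called 68% in *A. thaliana* after HS and after recovery, and 92 and 88% in *A. lyrata*. Of 2-fold decreases it called 60 and 54% in *A. thaliana* and 72 and 82% in *A. lyrata*, and of 4-fold changes 90 to 100%. In the comparison between species it called 70% of 2-fold differences upward and 44% downward. Unchanged genes were also called, 19 and 10 in *A. thaliana* after HS and after recovery, and 9 and 17 in *A. lyrata*. Between species 13 unchanged pairs were called. Each run held 50 changed genes per fold and direction. The simulated data gave all conditions the same spread, although the *A. thaliana* controls differed most. Splits of the samples other than the real one were not counted, since groups hold 2 libraries each.

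The alternatives set in advance were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts (at least 1 read), at least 10 reads in every library, a fit of only the 4 libraries compared, thinning to the smallest library (seed 20160), a term for the replicate number, a 2-fold limit and each library left out. For lists it was camera with an estimated correlation, for genes near TEs other distances (1 and 5 kb), overlapping genes kept, Copia elements only and downregulated TEs, and for species the centring of the pairs. Library totals in place of TMM and further fits of the species, TE and near-TE results were added after the data had been seen. The copies of Additional files 1 and 2 hold only part of the genes and were not used here, and the copy of Additional file 8 holds 194 TEs upregulated after HS. The TE expression values of the study were not analysed here beyond the lists of responding TEs.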

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

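The tests of the heat shock transcripts in *A. thaliana* control replicate 1, of the time of harvest, of the plant stage and of the spread left after thinning, and the list tests between species, were chosen after the result was seen. The tests of depth, genomic DNA and tissue were written before.

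The response to HS differed between species for 5681 pairs with a higher log2 fold change in *A. lyrata* and 5422 with a lower one (62.6% of 17743 pairs), by the test of the difference itself. The balance depends on the scaling, with 8036 higher and 3544 lower by library totals, and 5473 and 5682 with the pairs centred. After recovery 1063 pairs had a higher and 605 a lower log2 fold change in *A. lyrata* (9.40%). These counts were 2633 and 1513 without *A. thaliana* control replicate 1, 362 and 170 without *A. thaliana* recovery replicate 1, 887 and 715 with the pairs centred, and 653 and 1609 with library totals. The HSP70, HSP90 and HSP100 chaperones rose less in *A. lyrata* after HS, with 13 of 18 pairs lower and 1 higher (median difference -1.82, adjusted p = 0.00334 by camera on the difference, adjusted p = 0.370 with an estimated correlation). Among them HSP70 (AT3G12580) differed by -3.37, HSC70-1 by -2.65 and HSP101 by -2.47. Transcriptional silencing genes were lower in *A. lyrata* than in *A. thaliana* after recovery, relative to control, for 8 of 23 pairs (median difference -0.57, adjusted p = 1.17e-07, adjusted p = 0.449 with an estimated correlation), with CMT3 at -0.89, AGO4 at -0.87 and MET1 at -0.57. Clock genes after HS were higher in *A. lyrata* for 8 of 11 pairs and lower for 3 (adjusted p = 0.229).

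The paper does not report on the groups that follow, which stood above control. In *A. thaliana* after HS, 16 small heat shock proteins, 20 chaperones and 8 genes of endoplasmic reticulum folding were higher. In *A. lyrata* after HS these counts were 14, 17 and 6, and after recovery 7 small heat shock proteins were higher (2 by DESeq2).

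Control replicate 1 of *A. thaliana* held heat shock transcripts that control replicate 2 nearly lacked, with 46.1 against 2.18 CPM of HSP18.2 and 20.1 against 0.0321 CPM of ATHSP22.0. The share was taken over the 11 genes of at least 1000 CPM under HS that had under 0.02% of this level in control replicate 2. Over them, control replicate 1 held a median of 0.127% of the HS level. The 10th to 90th percentile of this share spanned 1.27-fold, close to counting error (variance 1.22 times that of counting). The same genes spanned 4.09-fold or more in the libraries after recovery, where they differ gene by gene. Those plants were past a full HS, and no library shows the spread of a mild heat response. The comparison therefore cannot decide against such a response. With a share so even, reads or RNA of an HS sample in this library may be the source. The limit of 1000 CPM was set after the pattern was seen, however. From 100 CPM (13 genes) AT4G22485 with 226 reads, 12.1% of its HS level, is not accounted for. No biological explanation was tested beyond the heat response.

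Control replicate 2 of *A. lyrata* had reads on 28395 genes, against 23142 to 24809 in the other libraries. Its depth is argued against, since after thinning it stayed 14.9% above the highest other library. Genomic DNA stays open, since the top 1% of the genes silent elsewhere held 16.6% of their reads, between the limits set in advance. Of these 6502 genes 3101 had reads, against 3732 if the reads were spread by length alone. Loci noted to contain TEs had 0.614 reads per kb and the others 0.745. Another tissue cannot be told apart either, since flower and root markers among these genes carried 1.79 times the reads per kb of all such genes (95% counting interval 0.978 to 3.00, from 14 reads). This ratio was at first taken to exclude another tissue, being under the limit of 3, until its interval was seen to reach that limit.

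The *A. thaliana* controls differed from each other more than other replicates, with an SD of the log2 difference over the 18536 genes tested of 0.57 against 0.40 after HS and 0.27 after recovery (0.57, 0.26 and 0.20 over genes with at least 50 reads). Thinning left the SD at 1.34 times the next pair, a test that decides nothing over the genes tested since the ratio was already 1.44 before, under its limit of 1.5, and it was first read as a fit. As 98.2% of the SD was left, depth is argued against, and a harvest at another time of day is argued against by the clock genes, whose median absolute difference stood at percentile 57.1 of random lists, while their median with sign (0.28) stood at percentile 97.15. Flower and meristem markers were lower in control replicate 2 (median -1.23, percentile 1.35, and percentile 96.55 without sign), with STM at 39 and 0 reads, so another stage or share of young tissue may contribute, while 6 genes make this a small test. The defence and senescence markers differed as well (median 1.69, percentile 100), with PR1 at 435 and 5933 reads, and the source of this was not tested.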

How the results depend on the processing

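Library totals, the alternatives of the species difference other than the centring of the pairs, and the calls near and at TEs from other fits were chosen after seeing the data. The depth limits loci at TEs, APUM9 and the *A. thaliana* small heat shock proteins, among others, whose control reads are few. The comparison of TE genes by class was not run. The cause of the changes that follow was not tested.

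Among the counts after HS, the alternatives moved by more than 1.5 times only for *A. thaliana* genes higher (3409 with library totals, 4000 with the 2-fold limit) and lower (11104 with library totals), and *A. lyrata* genes with the 2-fold limit (4259 higher, 4595 lower). *A. thaliana* genes after recovery, higher and lower, were 399 and 403 with DESeq2, 220 lower with DESeq2 size factors, 913 and 830 with no filter, 1 and 0 with only the 4 libraries compared, 215 lower when thinned, 60 and 30 with the replicate block, 673 higher with library totals, and 123 and 37 with the 2-fold limit. Their overlaps with HS were 244 and 225 with DESeq2, 490 and 533 with no filter, 1 and 0 with 4 libraries, 152 lower when thinned, 35 and 23 with the block, 307 higher with library totals, and 55 and 26 with the 2-fold limit. *A. lyrata* genes after recovery were 703 and 284 with DESeq2 and 400 and 115 with the 2-fold limit, and their overlaps 396 and 154, and 266 and 64. The list of genes named in the paper, some of them chosen on these samples, counts among the lists called in *A. thaliana* after HS. List calls fell to 0 in all 4 comparisons with an estimated correlation, to 4 in *A. thaliana* after HS with at least 10 reads in every library, and to 3 in *A. lyrata* after recovery with no filter. Loci at TEs called higher were 7 (*A. thaliana* HS), 6 (*A. lyrata* HS) and 0 (*A. lyrata* recovery) with at least 10 reads, and for *A. thaliana* recovery 5 with DESeq2, 7 with no filter, 0 with 4 libraries, 4 when thinned, 0 with the block and 5 with library totals. Lists called between species fell from 1 to 0 after HS and after recovery with an estimated correlation. Species differences with library totals were 3544 lower after HS, and 653 higher and 1609 lower after recovery. The odds ratio near TEs was 1.87 for Copia only and 1.34 with at least 10 reads.

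Leaving out each library in turn gave, for *A. thaliana* HS, 5113 to 7493 higher and 5843 to 8001 lower, for recovery 1 to 3133 and 0 to 3456, and for the overlaps 1 to 1826 and 0 to 1869. For *A. lyrata* HS it gave 7081 to 7875 and 7113 to 8100, for recovery 557 to 1835 and 280 to 1204, and for the overlaps 348 to 907 and 148 to 672. Lists called were 6 to 7, 3 to 10, 6 to 7 and 3 to 5, in this order. APUM9 was at 6.37 to 8.61 and AT1G35735 at 6.51 to 9.84. Loci at TEs were 17 to 18 and 0 to 8 in *A. thaliana*, and 22 and 1 in *A. lyrata*. Species differences were 4793 to 6347 and 4561 to 5948 after HS, 362 to 2913 and 170 to 2431 after recovery, and the odds ratio near TEs 2.02 to 3.63.

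Of named genes, 3512 comparisons kept direction and call, 278 lost and 74 gained it, and 37 reversed. By the rule first used 54 reversed, of which 17, in genes with 3 or fewer reads in both groups, were left out after this had been seen. After HS, MOM was at -0.0042 with no filter, -0.18 with at least 10 reads, -0.057 when thinned, -0.72 with library totals and -0.18 to 0.38 with a library left out, and AT3G27990 at -0.082 with at least 10 reads and -0.63 with library totals. With library totals CAB2 was at -0.10, RDR2 -0.044, AGO1 -0.25 and RDR6 -0.46. After recovery the *A. thaliana* ranges with a library left out were -0.26 to 0.14 for TT4 (0.045 with library totals), -1.43 to 1.58 for HSFA2, -0.18 to 0.84 for AT3G59730, -0.083 to 0.094 for AT1G11270 (-0.017 with DESeq2, -0.015 with its size factors, -0.0038 with no filter, -0.0015 with 4 libraries), -0.018 to 0.13 for AT3G61320, -0.45 to 0.12 for AT4G03940 (0.083 when thinned) and -0.31 to 0.092 for AT3G27990 (0.020 with library totals). In *A. lyrata* after recovery they were -0.40 to 0.38 for CHR1, -0.42 to 0.19 for AL3G52290 (0.22 when thinned), -5.17 to 2.198 for AL4G26270 and -0.078 to 0.20 for AL4G29170, and AL2G25260 was at 0.019 when thinned.

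Of 112 list counts, DESeq2 moved 15, at least 10 reads 9, library totals 20, no filter 12, 4 libraries 14, the block 7, thinning 8, and DESeq2 size factors 0. Leaving out control replicate 1 moved 27, control replicate 2 moved 31, HS replicate 1 moved 14, HS replicate 2 moved 20, recovery replicate 1 moved 13 and recovery replicate 2 moved 15.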

Differences from the paper's values

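Library totals, the alternative fits of the loci at TEs and the spacing of the HRE cores were chosen after seeing the values. The paper tests at an adjusted P under 0.05 with DESeq and states no fold limit, and the counts below use the same threshold with edgeR.

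In *A. lyrata* after recovery, 1589 genes (4.85%) were higher, and the paper's values are 980 and 2.9%. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with DESeq2 (703), at least 10 reads in every library (1407), thinning (1264), and without control replicate 1 (909), control replicate 2 (657) or recovery replicate 1 (895). It did not with DESeq2 size factors (1636), no filter (1881), only the 4 libraries compared (1859), the replicate block (1777), without HS replicate 1 (1835), HS replicate 2 (1775) or recovery replicate 2 (557), or with the 2-fold limit (400). Library totals, chosen after seeing the values, gave 1383.

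In the same comparison 982 genes (2.99%) were lower, and the paper's values are 491 and 1.5%. The count came within 1.5 times the paper's without control replicate 1 (651), control replicate 2 (359) or recovery replicate 1 (398). It did not with DESeq2 (284), DESeq2 size factors (1035), no filter (1128), at least 10 reads (877), the 4 libraries compared (1317), thinning (765), the replicate block (1157), without HS replicate 1 (1204), HS replicate 2 (1143) or recovery replicate 2 (280), or with the 2-fold limit (115).

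In *A. thaliana* after recovery, 142 genes were lower, and the paper's value is 89. All alternatives set before the data were examined differed from it as well, with 403 for DESeq2, 220 for DESeq2 size factors, 830 with no filter, 192 with at least 10 reads in every library, 215 with thinning, 30 with the replicate block, 37 with the 2-fold limit, 2727 without control replicate 1, 3456 without control replicate 2, and 0 with the 4 libraries compared or without any one of the HS or recovery libraries. Library totals, chosen after seeing the values, gave 114, within 1.5 times the paper's count, and the genes the paper calls were not compared one by one.

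Of the *A. lyrata* genes, 789 were higher after HS and after recovery, against the paper's about 500 in Fig. 1c, read by eye. DESeq2 (396), at least 10 reads (661), thinning (617) and leaving out control replicate 1 (494), control replicate 2 (387), recovery replicate 1 (533) or recovery replicate 2 (348) came within 1.5 times of it. DESeq2 size factors (825), no filter (931), 4 libraries (835), the replicate block (857), leaving out HS replicate 1 (907) or HS replicate 2 (773), and the 2-fold limit (266) did not. Library totals, chosen after seeing the values, gave 641. Those lower in both were 540, against the paper's about 280 in Fig. 1d, read by eye. Leaving out control replicate 2 (216) or recovery replicate 1 (238) came within 1.5 times of it. DESeq2 (154), DESeq2 size factors (557), no filter (656), at least 10 reads (472), 4 libraries (754), thinning (430), the replicate block (633), leaving out control replicate 1 (433), HS replicate 1 (672), HS replicate 2 (582) or recovery replicate 2 (148), and the 2-fold limit (64) did not.

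The paper states that *A. thaliana* TEs were silent again after recovery, and that ONSEN was fully silenced. It counts reads per TE, with shared reads divided among their positions. The values here are counts per gene locus, for which the handling of shared reads is not named, so the 2 measures are not alike. Of the loci at these TEs, AT3G61330 and AT5G13205 at ONSEN were higher after recovery by 2.43 and 1.34 on the log2 scale, and the rest did not pass the edgeR test as higher. With only the 4 libraries compared, or with the replicate block, no locus was called. The locus of the *A. lyrata* COPIA37 copy that the paper names as still active was also higher here (5.90).

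The paper states that among COPIA78 elements only the full-length copies respond, while its Additional file 9 also lists entries of 777 and 438 bp as upregulated. AT1G10260, at the entry of 777 bp, had a read ratio of 946 after HS, although reads shared with full-length copies may not be separated. For *A. lyrata* the paper counts 197 upregulated TEs, 19 of them ONSEN and 5 COPIA37, and the copy of its list used here holds 194 entries, 20 of ONSEN and 7 of COPIA37. Whether several entries belong to 1 element was not resolved.

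The paper describes GAPC2 and UBC28 in its RT-qPCR methods as stable under control, HS and recovery conditions, and does not name these libraries as the basis. In *A. thaliana* after HS, GAPC2 was higher by 0.79 (0.05 with library totals) and UBC28 was 2.63-fold higher, and in *A. lyrata* GAPC2 was lower by 0.54 and UBC28 higher by 1.63. After recovery neither gene passed the edgeR test in either species. In *A. lyrata* GAPC2 was then at 0.27 (adjusted p = 0.0896, and called higher by DESeq2) and UBC28 at 0.066, and in *A. thaliana* they were at 0.25 and -0.21. In AlONSEN 17, which the paper lists with a 4P HRE, no run of 3 or more cores was found with gaps of 2 to 3 bp.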

Other observations

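Of the tests reported in this part, the fits with library totals were chosen after seeing the data, and the others were planned.

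TT4, the chalcone synthase that starts flavonoid synthesis, moved in opposite directions after HS. In *A. thaliana* it rose 12.9-fold, from 30.9 ± 5.87 to 397 ± 40.4 CPM (SD, n = 2; log2 fold change 3.69, standard error 0.17, adjusted p = 1.33e-06 from edgeR), and with library totals by 2.94 on the log2 scale. In *A. lyrata* it was 7.43-fold lower, from 225 to 29.6 CPM (log2 fold change -2.89), and -3.13 with library totals. The difference between species was -6.56 (standard error 0.22, adjusted p = 5.50e-11). Clock genes diverged in both directions, with differences of -4.42 for LHY and -2.89 for CCA1 (*A. lyrata* minus *A. thaliana*). PRR5 differed by 3.96 and RVE8 by 1.59, and of 11 clock pairs 8 were higher in *A. lyrata* and 3 lower. The antenna gene LHCB2.1 differed by -2.65 and the methyltransferase MET1 by -2.23.

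Of the genes used to normalize RT-qPCR, GAPC2, an enzyme of glycolysis, was at 1226 ± 6.94 CPM after HS against 707 ± 67.5 CPM in control *A. thaliana* plants, 1.73-fold higher (adjusted p = 0.000872), a change that library totals remove (0.05). UBC28, a ubiquitin-conjugating enzyme, rose 2.63-fold from 182 ± 31.5 to 479 ± 20.4 CPM (adjusted p = 5.94e-05, 0.65 on the log2 scale with library totals). In *A. lyrata* UBC28 rose 3.10-fold, and GAPC2 was lower by 0.54 (adjusted p = 0.000108). The response of GAPC2 differed between species by -1.30 (adjusted p = 1.87e-05), and that of UBC28 by 0.27 (adjusted p = 0.166).

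Among the largest increases in *A. thaliana* were also CUL2, with no control read and at least 325-fold higher after HS, HSP23.6-MITO at 10.87, HSP17.6A at 10.73 and HSP21 at 10.72 on the log2 scale, the last 3 with control reads almost only in control replicate 1. In *A. lyrata* AL1G58620 was at least 403-fold higher. Near listed TEs, AT1G58150, 252 bp from an ATCopia78 copy, had a log2 fold change of 4.57 in *A. thaliana*. With genes that overlap a TE kept, the odds ratio of being higher at or near upregulated TEs was 6.36. Overlapping genes can share reads with the TEs that were called from these same libraries. A higher odds ratio was thus to be foreseen and is not a test of nearby genes.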
